# Distinguishing self from non-self RNA by editing-specific inosine patterns

**DOI:** 10.1093/nar/gkag845

**Published:** 2026-08-24

**Authors:** Rajagopal Varada, Alina F Leuchtenberger, Cornelia Vesely, Beata Kaczmarek, Hamid Mansouri Khosravi, Therese C Mandl, Katarina Milanovic, Kasra Honarmand Tamizkar, Vinod Rajendra, Hannes Senoner, Linda Steinbichl, Marija Borojevic, Andy Sombke, Katy Schmidt, Margret Eckhard, Ivo L Hofacker, Carl Walkley, Jacki E Heraud-Farlow, Ernesto Picardi, Carrie Bernecky, Michael F Jantsch

## Abstract

The cytoplasmic antiviral sensor MDA5 is activated by double-stranded RNAs. Endogenous double-stranded RNAs are modified by the A-to-I RNA-editing ADAR family to prevent activation of MDA5. *In vivo*, cytoplasmic ADAR1p150 is critically required to suppress MDA5 activation, yet the editing signature of all ADAR isoforms is strongly overlapping in mice. Further, it is not clear how A-to-I modifications in dsRNA prevent MDA5 activation. Here we show that 3′ UTRs harboring inverted repeats activate MDA5 in vitro and in cells. *In vitro* editing by either ADAR isoform leads to editing at overlapping hotspot regions and prevents MDA5 activation *in vitro* and in cells. Remarkably, only inosines introduced by RNA editing are capable of suppressing MDA5 activation, while replacing guanosines with inosines during *in vitro* transcription has no impact on MDA5 activation. A comparison of inosines introduced by ADAR1p150 *in vitro*, in cells, and *in vivo* suggests that a small number of A-to-I conversions may be critically required to suppress MDA5 activation. As those critical editing events are predominantly altering A:U basepairs into I:U wobble basepairs, we suggest that the helical distortion introduced by those wobble pairs may prevent MDA5 polymerization and thus downstream activation of the type I interferon response.

## Introduction

Viral infection can lead to the accumulation of cytoplasmic double-stranded RNAs (dsRNAs). In mammalian host cells, these RNAs are typically recognized by cellular dsRNA-binding proteins such as melanoma differentiation antigen 5 (MDA5) and protein kinase RNA-activated (PKR) [1, 2]. When MDA5 binds dsRNAs, it polymerizes and hydrolyses ATP while testing the dsRNA quality. Aggregation of the CARD domains of MDA5 leads to downstream activation of MAVS [3, 4]. This, in turn, leads to activation of antiviral responses and interferon production. PKR activation, in contrast, leads to translational shutdown [5, 6]. Interestingly, dsRNAs are also abundantly formed by base pairing of repetitive elements that are located in inverted orientation within endogenous transcripts [7]. In mammals, repetitive elements of the short interspersed element (SINE) family are most abundant and therefore frequently form intramolecular double-stranded regions [8]. Endogenous dsRNAs are normally masked as “self” by A-to-I RNA editing through adenosine deaminases acting on RNA (ADARs), which prevents inadvertent activation of antiviral signaling [9–11]. In mammals, ADAR1 (*Adar*) and ADAR2 (*Adarb1*) can edit dsRNAs. An interferon-inducible ADAR1p150 isoform is mainly localized to the cytoplasm and is critically required to suppress antiviral signaling, while a constitutively expressed ADAR1p110 isoform also edits endogenous dsRNAs but is not sufficient to suppress antiviral signaling [12, 13]. Indeed, the extended amino terminus of ADAR1p150 carries a Z-DNA binding domain that also regulates antiviral responses by sensing RNAs in Z-conformation [14]. Further, ADAR1p150 has also been shown to suppress activation of PKR [15, 16]. Consistently, ADAR1 depletion leads to the accumulation of dsRNAs, subsequent stress granule formation, and activation of dsRNA-binding proteins such as MDA5 or PKR and others to dsRNAs [17–19]. ADAR2 is also localized to the nucleus but its expression is restricted to a few tissues, including nervous tissue and the gastrointestinal tract.

In humans, reduced ADAR1 activity leads to Aicardi–Goutières syndrome [20–22], and it is generally believed that the underlying cause is the inadvertent activation of the antiviral sensor MDA5. This notion is corroborated by the situation in mice where the embryonic lethality of mice with a catalytically inactive ADAR1 can be fully rescued by a concomitant MDA5 deletion [10].

While the editing substrates of ADAR1 and ADAR2 seem distinct in humans, a large overlap in editing sites is seen in mice [23, 24]. Still, neither ADAR2 nor ADAR1p110 can genetically substitute for loss of ADAR1p150. Loss of ADAR1p150 triggers the innate immune system in mice, leading to embryonic lethality [25, 26]. The spectrum of human disease mutations suggests the same to be true in humans. Thus, ADAR1p150 can suppress immune responses via three different pathways. The ZBD in ADAR1p150 seemingly competes for RNAs in Z-conformation. Mutations in the ZBD lead to an activation of Z-RNA binding protein (ZBP), subsequently inducing necroptosis [27]. The dsRBDs of ADAR1 seemingly compete with PKR for the binding of dsRNA but may also physically interact with PKR to prevent PKR activation [15, 16]. Lastly, the catalytic activity of ADAR1 is essential to prevent activation of MDA5 [10, 14, 28]. Despite the large overlap in editing patterns between ADAR1p150, ADAR1p110, and ADAR2 observed in mice, only ADAR1p150 seems critically required to antagonize MDA5 and PKR activation [12]. ADAR1p110 deficiency leads to a high postnatal lethality but lack of ADAR1p110 activity does not lead to MDA5 activation [29]. This finding is quite surprising given that both ADAR1p110 and ADAR1p150 show a significant overlap in the targeted sites.

Given that inhibition of ADAR1p150 can activate the innate immune system and can help to overcome PD1 checkpoint blockade, an important suppressor of cancer immune therapies, it is important to identify endogenous RNAs that can activate MDA5 in the absence of ADAR1 [30]. Likewise, it is necessary to understand how editing of endogenous dsRNAs can prevent MDA5 activation. To address these points, we have characterized endogenous dsRNAs in the mouse that can activate MDA5 when not edited. Importantly, using *in vivo* and *in vitro* editing assays, we decipher editing sites critically required to suppress an innate immune response. We can show that selective introduction of a few inosines by RNA editing at a few critical sites is sufficient to repress innate immune activation and stress signaling. In contrast, stochastic substitution of guanosines by inosines during *in vitro* transcription in ds RNAs fails to suppress MDA5 activation and stress signaling. This indicates that I:U wobble basepairs may suppress MDA5 activation while I:C basepairs fail to do so.

## Materials and methods

### Ethics statement

Mouse breeding of genetically modified strains was performed in the mouse facility of the Medical University of Vienna. Mouse breeding and handling were approved by the in-house animal committee and the Federal Ministry for Science and Education, permit numbers BMWFW-66.009/0267-WF/V/3b/2017 and BMWFW-66.009/0268-WF/V/3b/2017. Mice were genotyped on phalanx biopsies. For organ removal, animals were euthanized within 12 days postpartum by cervical dislocation.

### Mice

Adar-deficient mice were obtained from the Seeburg lab [25]. MAVS-deficient mice were obtained from the Jackson Laboratories [6]. Double mutant mice were generated by intercrossing these strains followed by backcrossing to Bl6^J^. Genotyping was performed by PCR on finger biopsies.

### Total RNA isolation from mouse liver

Liver tissues from 8–9 days old *Mavs^−/−^* and *Adar1^−/−^/Mavs^−/−^* mutant mice were extracted and weighed, with 100 mg used for total RNA isolation. Briefly, 1 ml of TRIzol and 1.4 mm zirconium oxide beads were added to 100 mg of liver tissue in 2 ml screw-cap tubes. The tissues were homogenized using a tissue homogenizer (MP Biomedicals). Following homogenization, 200 μl of chloroform was added and mixed well. Samples were centrifuged at 4°C, 15 000 rpm for 15 min to separate into layers. The aqueous layer was collected, and an equal volume of PCI (phenol:chloroform:isoamyl alcohol) was added, followed by another centrifugation at 4°C, 15 000 rpm for 10 min. The aqueous layer was again collected, and an equal volume of chloroform was added, followed by centrifugation at 4°C, 15 000 rpm for 10 min. To the final aqueous layer, 2× the volume of 96% ethanol and 1/10 volume of 3M sodium acetate (pH 5.3) were added. The tubes were kept at −20°C for a minimum of 2 h or overnight for RNA precipitation. Afterwards, the samples were centrifuged at 4°C, 15 000 rpm for 15 min. The supernatant was discarded, and 1 ml of 70% ethanol was added to the tubes, which were centrifuged again under the same conditions. The supernatant was discarded, and the pellets were dried at 37°C for ~5 min. Finally, the pellets were resuspended in the desired volume of nuclease-free DEPC-treated ddH_2_O.

The RNA samples were treated with DNase I (NEB) to remove genomic DNA contamination. For each sample, 10 μl of 10× DNase I Reaction Buffer, 15 μl DNase I (DNase-free), 1 μl RNase Inhibitor, and 74 μl nuclease-free ddH_2_O were added. The mixture was incubated at 37°C for 2 h. After DNase I treatment, samples were extracted with 2× PCI, 1× chloroform, and 96% ethanol. RNA was quantified by Qubit fluorimetry (Thermo Fisher, Waltham, MA).

### Isolation of RNA from Adar1p150^-/-^ mice

Immortalized mouse embryonic fibroblasts (MEFs) were generated from *Adar1p150^−/−^* mice as previously described [12]. The cells were plated in 10 cm dishes and treated for 24 h with 250 U/ml recombinant murine interferon beta (PBL Assay Science; PBL-12405) or vehicle. RNA was extracted using the Nucleospin RNA plus RNA extraction kit (Machery Nagel) according to the manufacturer’s instructions. The RNA was then dried in Novogene RNA ambient tubes for international shipping at room temperature.

### Purification of recombinant MDA5 protein

Murine MDA5 cDNA was cloned into a pET-24a-d(+) vector with a His-tag and expressed in BL21 (DE3) Rosetta *E. coli*. Expression was induced overnight at 20°C with 0.1 mM IPTG. Cells were suspended in a buffer containing 20 mM Tris–HCl (pH 8.0), 500 mM NaCl, 2 mM DTT, 10% glycerol, 1 mM PMSF, 0.1% Triton X-100, and 10 mM imidazole. Cells were lysed with 1 mg/ml lysozyme for 30 min at 25°C, followed by 10 µg/ml DNase I treatment for 30 min at 25°C, and sonication. The lysate was centrifuged at 30 000 rpm for 20 min at 4°C and filtered through 0.45 µm sterile filters before loading onto a Ni-NTA column. The recombinant protein was purified by Ni-NTA chromatography using an imidazole gradient and then subjected to size exclusion chromatography in a buffer containing 20 mM HEPES (pH 7.5), 150 mM NaCl, and 2 mM DTT. The purified protein was stored in a buffer with 20 mM HEPES (pH 7.5), 150 mM NaCl, 2 mM DTT, and 30% glycerol. The quality of the recombinant protein was verified by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS–PAGE).

### Gel electrophoresis

To check the quality of RNAs, 1 µg of RNA was mixed with 2× RNA loading dye (Thermo Scientific) and heated at 70°C for 3 min. The samples were then loaded onto an 8M Urea PAGE (6% acrylamide) gel alongside the RNA RiboRuler High Range RNA Ladder (Thermo Scientific). After electrophoresis, the gel was stained with EtBr.

### RNase protection assay and RNA library preparation

Total RNA isolated from the liver tissue of ADAR1 WT and ADAR1-deficient mice was kept at 70°C for 5 min and allowed to refold in a buffer containing 20 mM HEPES (pH 7.5), 50 mM NaCl, 2 mM MgCl₂ at room temperature for 15 min. The RNA was then incubated with recombinant purified MDA5Δ2CARD protein in a buffer containing 20 mM HEPES (pH 7.5), 50 mM NaCl, 2 mM MgCl₂, and 2 mM DTT. Next, 2 μg of total RNA from WT and ADAR1-deficient mice was incubated with increasing amounts of recombinant MDA5Δ2CARD protein (100–400 μM) in the presence of 1 mM ATP at 25°C for 10 min. The samples were then treated with a 1:100 dilution of RNase A/T1 mix (Thermo Scientific) for 5 min to digest unbound RNAs. Untreated samples and samples treated with only RNA and RNase served as controls. RNase A/T1 digestion was quenched by adding five volumes of TRIzol reagent, and RNA was isolated using the 2× PCI, 1× CI, and 96% ethanol precipitation method. The samples were then loaded onto an 8M Urea PAGE (6% acrylamide) gel to check for protected RNA species. Protected RNA was purified using the RNAeasy Mini Kit (QIAGEN) to remove small digestion products. rRNA was depleted with the NEBNext rRNA Depletion Kit (E6310, E6350). Using the manufacturer’s protocol, cDNA libraries were prepared with the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB E7760, E7765).

### RNA-seq data analysis

The cDNA libraries were quality-controlled using a Bioanalyzer at the Medical University of Vienna Core Sequencing Facility. Libraries from control samples (no MDA5 and no RNase) and MDA5-protected samples from both WT and ADAR1 mutant groups were diluted to 0.5 nmol. For the final library pool, 2 µl of each library was used. Sequencing was performed on an Illumina NextSeq instrument with single-ended 75 bp reads. Both the sequencing reactions and subsequent quality control were conducted at the Core Sequencing Facility. Each library, from control and MDA5-protected samples, yielded ~4–12 million reads. Raw sequence data were pre-processed using Trim Galore (version 0.6.6) [31] to trim Illumina adapters, remove low-quality ends (quality score below 20), and discard reads shorter than 20 bp. The processed reads were aligned to the mouse genome (GRCm38) using NextGenMap version 0.5.5 [32]. Further quality control assessments were performed using Qualimap version 2.2.2 [33]. Sample comparisons, including multi-BAM summary statistics, correlation plots, and PCA plots, were performed using Deeptools version 3.5.0 [34].

### Peak calling

Peak calling was performed using the Genrich tool on aligned regions. Reads were normalized to the input sequencing of the corresponding genetic backgrounds. For strand-specific peak detection, each chromosome’s strands were treated as separate chromosomes; this adaptation was implemented using samtools version 1.7 [35]. Genrich version 0.6.1 [36] was used to call peaks for the “no MDA5, but RNase” and “MDA5 & RNase” libraries, using the corresponding “no MDA5 & no RNase” libraries as controls. Additionally, peaks were called for the “no MDA5 & no RNase” libraries. The peak calling parameters included a maximum adjusted *P*-value of 0.01, a minimum area under the curve (AUC) of 500, and a maximum gap of 20 bp between significant sites. Blacklisted regions from ENCODE (mm10_blacklist.bed, available at ENCODE Blacklist [37]) and rRNA entries from RepeatMasker [38] were excluded from the analysis. Quality checks were conducted using the Integrative Genomics Viewer version 2.8.6 [39].

### Peak calling pipeline

The peak pipeline involved several steps. First, RNase replicates were joined by retaining only those peaks that were within 200 bp of at least one peak in another replicate. Next, the resulting RNase peaks were subtracted from each MDA5 sample on a base pair (bp)-wise basis, where only the overlapping region between an MDA5 peak and an RNase peak was removed, not the entire peak. Any resulting peak shorter than 10 bp was then removed. Subsequently, the MDA5 replicates were joined by retaining only those peaks that were within 200 bp of a peak in another replicate.

Subsequently, three peak lists were formed: one exclusively listing MDA5 peaks from the *Adar^−/−^; Mavs^−/−^* (where *Mavs^−/−^* peaks and *Mavs^−/−^* RNase peaks were subtracted from the *Adar^−/−^; Mavs^−/−^* peaks on a bp-wise basis), one exclusively listing *Mavs^−/−^* peaks (where *Adar^−/−^; Mavs^−/−^* peaks and *Adar^−/−^; Mavs^−/−^* RNase peaks were subtracted from the *Mavs^−/−^* MDA5 peaks on a bp-wise basis), and one listing peaks present in both *Adar^−/−^; Mavs^−/−^* and *Mavs^−/−^*; again, only those peaks that were at least 10 bp long were kept.

For the control, control replicates were joined by retaining only those peaks that were within 200 bp of at least one peak in another replicate, and any peak shorter than 10 bp was removed.

RepeatMasker analysis was used to characterize repetitive elements found in the mapped reads. Finally, strand-specific ChipSeeker [40] annotation was performed using the Gencode VM23 (mm10) known gene data [41] to obtain a priority list of genomic regions [5′UTR, 3′UTR, Exon, Intron, Intergenic].

### RNA editing analysis in dsRNAs

Putative dsRNAs were detected using the latest RNA-seq curated annotations (downloaded from UCSC), according to the approach by Barak *et al.* [42]. Specifically, non-overlapping gene loci were selected, and for each locus, the longest mature transcript was extracted and aligned with itself by BLAST. Next, plus/minus hits were collected as putative dsRNAs. For each RNA-seq sample, A-to-I editing events falling in dsRNAs longer than 70 bases and with identity higher than 70% were identified by REDItools [43, 44], filtering out known SNPs from dbSNP (version 142 from UCSC). RepeatMasker (downloaded from UCSC) was used to annotate individual dsRNAs, while the editing activity per dsRNA, or the dsRNA editing activity per transcript, was calculated likewise the *Alu Editing Index* [24, 45].

### Cloning and *in vitro* transcription of protected RNAs

Protected peaks from ADAR1-deficient backgrounds contain many repeated sequences such as SINEs, LINEs, and LTRs. We selected a few top-enriched substrates from each category that also form strong dsRNA structures (predicted using the Vienna RNA fold web server). Using mouse gDNA as a template, these substrates were amplified with Q5 DNA Polymerase (Thermo Scientific) and cloned into the pGEM-T Easy Vector (Promega) according to the manufacturer’s instructions. Clones were confirmed by restriction digestion and sequencing with a T7 promoter primer. For *in vitro* transcription (IVT), the clones were linearized and gel-purified. The FAFAG-T7 RNA polymerase was used to synthesize the RNA using a standard T7 polymerase buffer (Thermo Fisher). The RNA was then dephosphorylated (5′ phosphate) with alkaline phosphatase (NEB) for 1 h at 37°C. RNA extraction was performed by using 2× PCI, 1× chloroform, and 96% ethanol. RNA quality was assessed by loading 1 µg of RNA onto a 2% agarose gel (5% formaldehyde) alongside the RNA RiboRuler.

### Cloning and purification of mutant, recombinant T7 RNA polymerase

To prevent the production of immunogenic dsRNA, if any, during *in vitro* transcription with T7 RNA polymerase, we introduced the G47A and 884G mutations into the *T7 RNA polymerase* gene, as described by Dousis *et al.* [46]. A clone encoding T7 polymerase with the critical mutations preventing loop-back transcription expressed in pBAD-6xHis was ordered from VectorBuilder (Neu-Isenburg, Germany). The mutant T7 RNA polymerase gene was subsequently expressed in *E. coli* BL21 (DE3) Rosetta cells. Protein expression was induced with 0.1 mM IPTG at 20°C overnight.

The cells were harvested and resuspended in lysis buffer containing 20 mM Tris–HCl (pH 8.0), 500 mM NaCl, 2 mM DTT, 10% glycerol, 1 mM PMSF, 0.1% Triton X-100, and 10 mM imidazole. Cell lysis was performed by adding 1 mg/ml lysozyme for 30 min at 25°C, followed by treatment with 10 µg/ml DNase I for 30 min at 25°C, and sonication. The lysate was then centrifuged at 30 000 rpm for 20 min at 4°C and filtered through a 0.45 µm sterile filter prior to loading onto a Ni-NTA column for purification. Purification of the recombinant protein was achieved using Ni-NTA affinity chromatography with an imidazole gradient. The protein was then dialyzed in buffer containing 40 mM Tris–HCl (pH 8.0), 25 mM NaCl, 5 mM DTT, 8 mM MgCl₂, and 2 mM spermidine hydrochloride. The quality of the purified protein was assessed by SDS–PAGE, and reaction conditions were optimized using various concentrations of protein and DNA templates.

### Inosine incorporation by IVT

To incorporate inosine into the RNA, we added ITP to the IVT reaction mixture and reduced the GTP concentration. To achieve ∼6% inosine-containing RNA, 1 mM ITP and 9 mM GTP were used. For ∼10% inosine incorporation, 2 mM ITP and 8 mM GTP were added. For ∼35% inosine incorporation, 5 mM ITP and 5 mM GTP were used. The remaining nucleotide concentrations were kept as recommended by the HiScribe™ T7 High Yield RNA Synthesis Kit, with 10 mM CTP, 10 mM UTP, and 10 mM ATP. The percentage of inosine incorporation in the RNA was subsequently quantified by mass spectrometry (Supplementary Fig. S7).

### *In vitro* A-to-I editing of dsRNA with ADAR proteins

To achieve A-to-I editing on dsRNAs, we used recombinantly purified ADAR2, ADAR1p110, and ADAR1p150 proteins for *in vitro* editing reactions. First, we optimized conditions for 100 nM of RNA. Briefly, 100 nM RNA-containing tubes were preheated in an editing buffer containing 30 mM HEPES (pH 7.5), 30 mM KCl, 15 mM NaCl, 15% glycerol, 2 mM MgCl₂, 1 mM EDTA at 70°C for 3 min, and then kept at room temperature for 10 min to refold. 1 mM DTT, 0.2 mM ATP, 0.5 μl of RNase inhibitor mix were added later to the reactions. The first tube contained double the amount of RNA and buffer mix. Next, we added 8000 nM ADAR protein to the first tube. Serial dilutions were performed to obtain protein concentrations ranging from 4000 nM to 100 nM (1:40–1:1) to determine the sufficient concentration for fully edited RNA. We found that 1500 nM ADAR2 protein (1:15 dilution) was sufficient to fully edit 100 nM dsRNA in 40 min at 37°C. In contrast, 4000 nM ADAR1p110 and ADAR1p150 proteins (1:40 dilution) were needed to fully edit the dsRNA in 2 h at 37°C. Subsequently, the volume of the RNA-editing reaction was increased to 250 µl with TE, and SDS was added to a final concentration of 0.1%. Subsequently, phenol (200 µl) was added, and the mixture was incubated on a thermo shaker for 3 min at 50°C. Following centrifugation, the aqueous phase was recovered and further purified by two consecutive phenol–chloroform, and chloroform extractions and subsequent precipitation. After precipitation, the RNA was resuspended in water, and an aliquot was run on a formaldehyde-agarose gel to check for RNA integrity (see Supplementary Fig. S8).

### Folding prediction of inosine-containing RNAs

Folding predictions of inosine-containing RNAs were generated using the Vienna RNA package [47].

### Overexpression of specific ADARs in editing free cells

To analyze the editing sites introduced into endogenous transcripts of interest by different ADARs, we overexpressed ADARs in editing-free, immortalized, MEFs [23] by two different means: ADAR2 was transiently transfected: 0.7 × 10^6^ Adar-free MEFs were electroporated with 5 μg of plasmid DNA using the NEON electroporation system (Thermo Fisher Scientific, Waltham, MA) with the following parameters: 1350 V, 30 mS, 1 pulse in a 100 μl NEON tip. The plasmid used was pCDNA3-ratAdar2-FLAG [48]. For Adar1p110 and Adar1p150, lentiviral plasmids (generously provided by the Carl Walkley lab) were packaged into virus and transduced into editing-free MEFs: pLVX-SM1 Adar1p110 3xFlag BclI Cw170418 and pLVX-SM1 Adar1p150 kozak 3xFlag NruI CW170418 were packaged using 10 µg of the pLVX-puro plasmids + 6 µg PS pax trono (Addgene #12260) and 6 µg pMD2.G VSVG packaging plasmids into 200 µl of 150 mM NaCl [49]. After adding 70 µl linear PEI, the mix was incubated for 10 min at RT, and then 1800 µl medium containing 10% FBS was added. This mix was added to 70% confluent Hek293 LX cells and incubated for 1.2 h in the incubator, followed by a medium change. Forty-eight hours later, viral supernatant was harvested, and editing-free MEFs were infected with viruses containing polybrene 5 µg/ml. Twenty-four hours later, selection with 5 µg/ml puromycin was started for 10–14 days, and expression of Adar1 p110 and p150 was verified by western blots probed with FLAG antibody (F7425, Sigma Aldrich, Merck, USA). Total RNA was extracted for editing analysis from cells 24 h post-transfection (ADAR2) or from a fully confluent plate of cells stably expressing ADAR1.

### cDNA synthesis and A-to-I editing detection

cDNA synthesis was performed using the LunaScript RT Master Mix Kit (NEB, primer-free). RNA was mixed with 6 µM of random hexamers, 5 µM of oligo dT, and nuclease-free water. The mixture was heated at 70°C for 4 min and then kept at room temperature for 10 min to anneal the primers. Next, 4 µl of LunaScript RT Master Mix (5X) was added, and reverse transcription was performed at 60°C for 40 min, followed by heat inactivation at 95°C for 1 min. To amplify the target, sequence-specific primers were designed to amplify short fragments of 250–300 bp. The amplified PCR product was run on a 1% agarose gel, and the bands were gel-purified using a gel elution kit. Sequencing was performed with forward and reverse primers of the target. The editing percentage was calculated based on the peak heights of A to G or C to T conversions.

### MDA5 ATPase assay

In a total reaction volume of 50 μl, 25 μl of an RNA containing 50 ng of RNA dissolved in buffer (20 mM HEPES, pH 7.5; 2 mM MgCl₂; and 150 mM NaCl) was heated at 70°C for 3 min, followed by refolding at room temperature for 15 min. Next, 25 μl of an MDA5 protein mix (containing 1 μg of MDA5, 2 mM DTT, 2 mM ATP, 20 mM HEPES, pH 7.5; 2 mM MgCl₂; and 150 mM NaCl) was added to the RNA mix. The mixture was gently mixed and incubated at 37°C for 15 min. The final RNA concentrations varied between 1.5 and 2 nM. To quench the reaction, 20 μl of 0.5 M EDTA was added, bringing the total volume to 70 μl. The level of released phosphate was measured by mixing 7 μl of the reaction mix with 200 μl Malachite Green (BioMol Green) and incubating at room temperature for 20 min. Optical density was measured at 650 nm (OD₆₅₀).

### MDA5 filament formation assay

In a total reaction volume of 50 μl, 25 μl of an RNA mix containing 50 ng of RNA dissolved in buffer (20 mM HEPES, pH 7.5; 2 mM MgCl₂; and 150 mM NaCl) was heated at 70°C for 3 min, followed by refolding at room temperature for 15 min. Next, 25 μl of an MDA5 protein mix (containing 1 μg of MDA5, 2 mM DTT, 2 mM AMP-PNP, 20 mM HEPES, pH 7.5; 2 mM MgCl₂; and 150 mM NaCl) was added to the RNA mix. The mixture was gently mixed and incubated at 22°C for 10 min. The final RNA concentrations varied between 1.5 and 2 nM. For electron microscopy analysis, Formvar-coated copper mesh grids were carbon-coated (2 nm) using a Leica ACE 200. A 5-μl aliquot of the sample was pipetted onto the grid and allowed to dry for ~60 s. The samples were then stained with one drop (∼5 μl) of 1% uranyl acetate (in water) for 30 s, followed by absorption with filter paper. This staining procedure was repeated using a 2% uranyl acetate solution. Finally, the samples were dried at room temperature and stored in the dark at 4°C. TEM analysis was performed using a Tecnai G2 20 transmission electron microscope (FEI Company, USA) operating at 80 kV, equipped with an FEI Eagle 4K CCD camera.

### RNA transfections

3*10^5^ MEFs were seeded per well of a 12-well cell culture dish and transfected with 300 ng of refolded RNAs using Lipofectamine 3000 (Invitrogen) according to manufacturer’s protocol. Cells were incubated for 24 h, followed by RNA extraction for RT-qPCR or staining for immunofluorescence imaging of stress granules. For co-transfection experiments, 250 ng of refolded dsRNAs (Rnf168 and Zkscan) or 250 ng of polyI:C plus 80 pmol of annealed short ds-RNA oligos (either containing one U-A plus three C–G base pairs or four I–U pairs in the middle of a short ds oligo pair as described [50]) were transfected and analyzed by RT-qPCR. For stress granule quantification, 3*10^4^ MEFs per well of a 12-well dish were seeded and stained for immunofluorescence imaging of stress granules.

### RT-qPCR

Total RNA was extracted using TRIzol reagent, DNAseI treated (New England Biolabs, Ipswich, MA), and cDNA was synthesized using LunaScript^®^ RT SuperMix Kit (NEB) according to the manufacture’s instruction. Real-time PCR was performed using a Luna^®^ Universal qPCR Master Mix (NEB) and the primers (see Supplementary Table S2) using a BioRad CFX machine. Mouse actin mRNA was used as the internal normalization control. ISG expression was calculated using the ΔΔCq method comparing different RNA transfections to the mock control (with water instead of RNA).

### Stress granule formation

Formation of stress granules 24 h post-RNA transfection was assessed with immunofluorescence staining using an anti-G3BP1 antibody (ab56574, Abcam) in combination with Alexa 488 secondary antibody (Invitrogen, Thermo-Fisher Scientific, Waltham, MA) and mounted in Prolong Diamond antifade solution with DAPI (Life Technologies). Microscopic confocal sections were taken on a confocal laser scanning microscope FV3000 (Olympus, Tokyo, Japan). Images were processed with ImageJ and AffinityPhoto. Quantification of stress granules was done from at least three independent transfections and three 40× images per condition. Number of cells with granules/total cell number was counted.

### Statistical evaluation

*For stress granule formation*, quantification was performed from at least three independent transfections, analyzing at least nine images of 100 µm × 100 µm per condition. The proportion of cells with granules relative to the total cell count was calculated for each condition. Mean number of stress granules, standard deviation, and T test were performed using GraphPad Prism. ATPase assays and qPCR assays for testing the expression of interferon-stimulated genes were performed in triplicate. Mean, standard deviation, and T-test were performed in GraphPad Prism.

### ADAR cloning and expression

The coding sequence of human ADAR1p110 (p110, Uniprot P55265-5) was cloned with N-terminal TwinStrep and C-terminal His6 tags into a pCAGGS vector while the ADAR1p150 (Uniprot P55265-1) with N-terminal truncation of 2-133 amino acids (Δ133 p150) was cloned with N-terminal His6 and C-terminal TwinStrep tags in the same vector. A 3C protease site was placed between the gene and affinity tags. Recombinant ADAR1 was transiently expressed in the Expi293F cells following the Expi293 expression system user guide (Thermo Scientific, Publication Number MAN0019402). Cell transfection was carried out with PEI (25-kDa linear polyethyleneimine, Thermo Scientific) instead of Expifectamine 293 reagent. Transfected cells were cultured in suspension for 42–50 h, harvested by centrifugation, and stored at −80°C for later use.

The ADAR2 coding sequence (Uniprot P78563-2) was cloned into a modified, pFastBac-derived 438-B vector [51] containing an N-terminal His_6_ tag followed by a 3C protease site. Bacmids (from electroporation into DH10EMBacY cells, Geneva Biotech) and V1 baculovirus (from transfection into Sf9 cells, Thermo Fisher Scientific) were generated according to published protocols [52]. For protein expression, High Five insect cells (Thermo Fisher Scientific) were grown in ESF 921 medium (Oxford Expression Technologies), infected with ADAR2-containing V1 baculovirus, and grown for 48–72 h at 27°C. Cells were harvested by centrifugation and stored at −80°C.

### ADAR1 purification

The purification procedure was carried out at 4°C, and the same protocol was used to purify both ADAR1 isoforms. The thawed cell pellet was lysed by sonication in buffer 1 [50 mM HEPES-NaOH pH 8.0, 500 mM NaCl, 20% (v/v) glycerol, 1 mM DTT] supplemented with 1× protease inhibitor (1 mM PMSF, 2 mM benzamidine, 1 μM leupeptin, and 2 μM pepstatin). The cell lysate was clarified by centrifugation followed by filtration through a 0.45 μm syringe filter and loaded onto a 5-ml HisTrap excel column (Cytiva) equilibrated with buffer 1. The unbound proteins were washed with buffer 2 [50 mM HEPES-NaOH pH 8.0, 500 mM NaCl, 20% (v/v) glycerol, 5 mM EDTA, 1 mM DTT] containing 50 mM imidazole. To remove contaminating chaperones, the column was washed with buffer 1 containing 4 mM ATP-MgSO_4_. The protein was eluted with buffer 2 containing imidazole with a linear gradient from 50 mM to 500 mM imidazole. Eluted protein was loaded onto a 1-ml StrepTrap HP column (Cytiva) equilibrated with buffer 2 followed by a column wash with the same buffer. Protein was eluted with buffer 3 [50 mM HEPES-NaOH pH 8.0, 500 mM NaCl, 20% (v/v) glycerol, 1 mM EDTA, 1 mM DTT, 2.5 mM d-Desthiobiotin]. The affinity purification tags were removed by protein incubation with 3C PreScission Protease. Cleaved protein was loaded onto a HiLoad 16/600 Superdex 200 pg column (Cytiva) equilibrated with ADAR1 SEC buffer [50 mM HEPES-NaOH pH 8.0, 350 mM NaCl, 15% (v/v) glycerol, 0.5 mM EDTA, 1 mM DTT]. The elution peak was concentrated using an Amicon centrifugal filter with a 50 kDa cut-off membrane (Millipore) to a concentration of 4–5 mg/ml. Protein was aliquoted, flash-frozen in liquid nitrogen, and stored at −80°C until use. The yield was ~500 µg per L of culture.

### ADAR2 purification

All steps were carried out at 4°C. Insect cell pellets from the expression of ADAR2 were lysed by sonication in buffer A [50 mM HEPES pH 7.8, 500 mM NaCl, 10% (v/v) glycerol, 1 mM DTT] supplemented with 10 mM imidazole and 1× protease inhibitor (1 mM PMSF, 2 mM benzamidine, 1 μM leupeptin, and 2 μM pepstatin). Lysate was clarified by centrifugation and ultracentrifugation followed by filtration through a 0.45-µm filter and applied to a 5-ml HisTrap HP column (Cytivia). The column was washed with buffer A supplemented with 50 mM imidazole and with high salt buffer [50 mM HEPES pH 7.8, 1 M NaCl, 10% (v/v) glycerol, 1 mM DTT]. Protein was eluted with buffer B [50 mM HEPES pH 7.8, 150 mM NaCl, 10% (v/v) glycerol, 1 mM DTT, 250 mM imidazole]. The eluate was applied to a 5-ml HiTrap Heparin column (Cytivia) and eluted with a linear gradient from 0.15 M to 1 M NaCl in buffer C [50 mM HEPES pH 7.8, 10% (v/v) glycerol, 1 mM DTT]. The ADAR2-containing fractions were pooled and cleaved overnight with 3C protease. The cleaved protein was passed over the 5-ml HisTrap HP column in buffer A and eluted from the column with buffer A supplemented with 50 mM imidazole. The pooled protein was split into aliquots and each was subjected to chromatography on a Superdex 200 Increase 10/300 GL column (Cytivia) equilibrated in ADAR2 SEC buffer [20 mM HEPES pH 7.8, 300 mM NaCl, 10% (v/v) glycerol, 1 mM DTT]. Peak fractions were combined and concentrated using a 30-kDa cutoff Amicon spin concentrator (EMD Millipore) to a concentration of ~10 mg/ml, flash-frozen in liquid nitrogen, and stored at −80°C until use. Yield was ~7 mg per L of culture.

## Results

### MDA5 binds repeat elements in endogenous transcripts

To identify RNAs that are bound by MDA5 in the absence of ADAR1-mediated editing we modified a protocol previously applied to identify human RNAs that can be bound by MDA5. Briefly, total RNA from liver of 8-day-old ADAR1-deficient mice, rescued by lack of MAVS (*Adar*^−/−^; *Mavs*^−/−^), and *Mavs*^−/−^ mice as a control were incubated with recombinantly produced mouse MDA5^ΔCARD^, a deletion version of MDA5 from which the CARD domains had been removed to facilitate expression [53]. 

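The data of this experiment are 18 lists of peaks, 1 for each sequenced library, from 2 genotypes, 3 RNA fractions and 3 replicates. The editing-deficient (*Adar*-/-; *Mavs*-/-) mice lack ADAR1, the enzyme that converts adenosine to inosine in double-stranded RNA, and survive because they also lack MAVS, the adaptor through which MDA5 signals. The *Mavs*-/- mice lack the adaptor only and still edit their RNA. The MDA5-protected fraction is RNA that survived the RNase digestion after incubation with MDA5 ΔCARD, the RNase-only fraction was digested without the protein, and the input was not digested. The paper gives the age of the mice as 8 days in its results and as 8 to 9 days in its methods. The authors trimmed the 75 bp reads with Trim Galore 0.6.6, aligned them to GRCm38 with NextGenMap 0.5.5, and called peaks in each library and on each strand with Genrich 0.6.1, which scores a peak by the area under its significance curve (AUC). Their settings were an adjusted *P*-value of at most 0.01, an AUC of at least 500 and a gap of at most 20 bp, with blacklisted regions and rRNA excluded. The input of the same genotype served as the control for the digested libraries, and peaks were called on the input libraries too.
The lists hold positions, AUC scores and significance but no read counts, so the depth behind each peak is not known from them. The paper states 4 to 12 m reads per library in its methods, and about 30 m reads for input and about 10 m reads for RNase-treated libraries without protection in its results, and neither figure enters the values given here. The number of peaks per library is given below and is not a measure of depth. The MDA5-protected libraries of editing-deficient (*Adar*-/-; *Mavs*-/-) mice held 1636, 2768 and 2868 peaks in replicates 1, 2 and 3, and those of *Mavs*-/- mice held 1829, 1220 and 1180. The input libraries held 6991, 8868 and 8948 peaks in the editing-deficient mice and 5049, 4326 and 6625 in the *Mavs*-/- mice, covering between 1746321 and 3510219 bases. From these lists the steps of the paper's methods were repeated. RNase-only peaks within 200 bp of a peak of another replicate were joined and subtracted base by base from each MDA5-protected library, pieces shorter than 10 bp were removed, and the remaining peaks were joined across replicates by the same distance. The bases covered by MDA5-protected or RNase-only peaks of the other genotype were then subtracted to give the unique peaks. The paper's results count peaks as individual when they lie at least 200 nt apart, while its methods use the distance of 200 bp for the support between replicates. Here overlapping or touching peaks were merged, and merging peaks up to 200 bp apart was run as an alternative.
The deleted genes were looked up as a check of the genotype labels. *Mavs* (chromosome 2, 131234063–131248025, plus strand of GRCm38) had no peak in any of the 18 libraries. *Adar* (chromosome 3, 89715022–89753446, plus strand) had an input peak in exon 2 of 15 in editing-deficient replicates 2 and 3, 2 intronic RNase-only peaks in editing-deficient replicate 2, and no peak in any *Mavs*-/- library. A peak list does not show whether a transcript carries the deleted exons, so these peaks neither bear out nor contradict the labels.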

Unbound RNAs were digested using an RNaseA/T1 mix. Protected RNAs from MAVS-deficient (*Mavs*^−/−^) and editing-deficient (*Adar*^−/−^; *Mavs*^−/−^) mice were used to generate NGS libraries. RNase-resistant sites were identified in samples treated with RNases in the absence of MDA5 ^ΔCARD^ [54]. Libraries generated from total input RNAs were used to determine RNA abundancies (Supplementary Fig. S1). All RNA extractions, library preps, and sequencing were performed in biological triplicates. Libraries were sequenced 75 bp single-end, ranging between ∼30 m reads (input) to ∼10 m reads for non-protected RNase-treated samples (see Supplementary Table S1). Principal component analysis shows a clear clustering of libraries generated from *Adar*^−/−^; *Mavs^−/−^* versus *Mavs*^−/−^ livers for both input and MDA5 ^ΔCARD^-protected samples (Supplementary Fig. S2).

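The peak lists allow the libraries to be compared by the bases they cover, as a Jaccard index, which is the number of bases covered in both libraries divided by the number covered in either. Read counts, on which a principal component analysis rests, are not used here. Among the input libraries the index averaged 0.446 between replicates of 1 genotype and 0.348 between genotypes, and its range within genotypes, 0.420 to 0.464, lay above its range between them, 0.302 to 0.404. Of the 10 ways to split the 6 input libraries into 3 and 3, the genotypes gave the largest difference (exact permutation p = 0.10, the smallest p that the 10 splits allow). The MDA5-protected libraries averaged 0.270 within genotypes and 0.220 between them, which was again the largest difference of the 10 splits (exact permutation p = 0.10), but the ranges overlapped, at 0.217 to 0.334 within and 0.185 to 0.284 between. *Mavs*-/- replicate 1 had a larger index with editing-deficient replicate 2 (0.284) and replicate 3 (0.264) than with either other *Mavs*-/- library (0.262 with replicate 2 and 0.217 with replicate 3). The RNase-only libraries averaged 0.249 within and 0.233 between genotypes, and 2 of the 10 splits gave a difference as large (exact permutation p = 0.20). With equal numbers of peaks per library, the excess within genotypes moved from 0.0506 to 0.0397 for MDA5-protected and from 0.0982 to 0.0865 for input libraries.

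**Figure D1:**
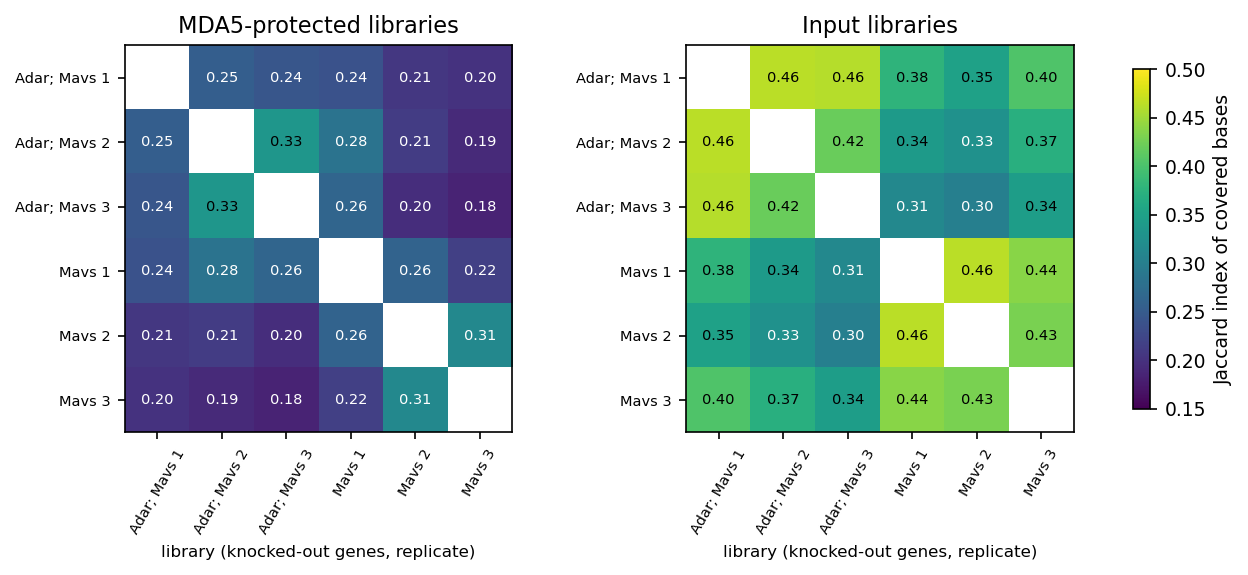
Jaccard index of the covered bases for each pair of MDA5-protected libraries (left) and of input libraries (right), with replicates numbered 1 to 3 and named by their deleted genes on both axes. The input libraries form 2 blocks by genotype, whereas among the MDA5-protected libraries *Mavs*-/- replicate 1 has an index of 0.284 with a library of the other genotype.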

Peaks were called in all samples using *Genrich* with the input samples as control and an adjusted *P*-value of .01. Protected peaks were only considered if found in ≥ 2 samples. Peaks were considered individual peaks if separated ≥ 200 nt apart from each other. RNA fragments that were resistant to RNase digestion in the absence of MDA5 were subtracted from the MDA5-protected samples. Also, peaks shorter than 10 bp were excluded from further analysis. 

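Without MDA5, the digested libraries held 5798, 6094 and 5605 peaks in the editing-deficient (*Adar*-/-; *Mavs*-/-) mice and 5572, 3826 and 3150 in the *Mavs*-/- mice. The means were 5832 ± 246 (SD, n = 3) and 4183 ± 1249.8 (SD, n = 3), and every editing-deficient library held more than every *Mavs*-/- library (two-sided exact permutation test, p = 0.10, the smallest p that 3 against 3 allow). Joined across replicates, they formed 5038 and 3310 RNase-resistant regions. Each of the 6 MDA5-protected libraries held fewer peaks than the RNase-only library of its genotype and replicate number (exact sign-flip test, p = 0.03125, the smallest that 6 pairs allow). Between 25.8% and 57.3% of the peaks of an MDA5-protected library overlapped a peak of that RNase-only library.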

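After the RNase-resistant regions were subtracted, the editing-deficient (*Adar*-/-; *Mavs*-/-) libraries kept 1070, 2066 and 2176 MDA5-protected peaks and the *Mavs*-/- libraries 1396, 821 and 819. The means of 1771 ± 609 (SD, n = 3) and 1012 ± 333 (SD, n = 3) differed by 759, which did not stand clear of the spread between replicates (two-sided exact permutation test, p = 0.20, with 0.10 the smallest p that 3 libraries against 3 allow). Joined across replicates, the libraries gave 1416 peaks in the editing-deficient and 741 in the *Mavs*-/- mice. Of the joined and trimmed peaks, 1066 were unique to the editing-deficient mice and 396 to the *Mavs*-/- mice, a log2 ratio of 1.43, and they covered 211058 and 46560 bases. With peaks up to 200 bp apart merged there were 952 and 359, a log2 ratio of 1.41. The ratio moved most when a single editing-deficient library was left out. Without replicate 2 there were 411 and 512 unique peaks, a log2 ratio of -0.32, and without replicate 3 there were 414 and 501, a log2 ratio of -0.28. These settings ask for a peak in both remaining libraries of one genotype against 2 of 3 in the other. With 2 libraries of each genotype, a setting added after the data were seen, all 9 choices gave a log2 ratio above 0, from 0.50 to 2.02. With equal numbers of peaks per library, the 1180 strongest of each MDA5-protected and the 3150 strongest of each RNase-only library, 481 and 430 peaks were unique, a log2 ratio of 0.16. Of the unique peaks, 31.3% (334) in the editing-deficient and 31.6% (125) in the *Mavs*-/- mice overlapped a deposited peak of at least 1 MDA5-protected library of the other genotype.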

Following this pipeline, 1190 peaks were uniquely found protected by MDA5 in the ADAR-deficient RNAs, while 435 peaks were found uniquely protected in MAVS-deficient RNAs. 

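The bases covered by the joined MDA5-protected peaks of both genotypes formed 458 common stretches of at least 10 bp, with a median of 101 nt and 74807 bases in all. They lay in 440 whole peaks of the editing-deficient (*Adar*-/-; *Mavs*-/-) mice and 443 of the *Mavs*-/- mice. With a 1 bp overlap asked for between replicates in place of a distance of 200 bp there were 422 common stretches, with peaks up to 200 bp apart merged 410, with peaks asked for in 3 of 3 replicates 207, and without the subtraction of RNase-only peaks 900.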

423 peaks were found common in both samples (Fig. 1A).

**Figure 1.**
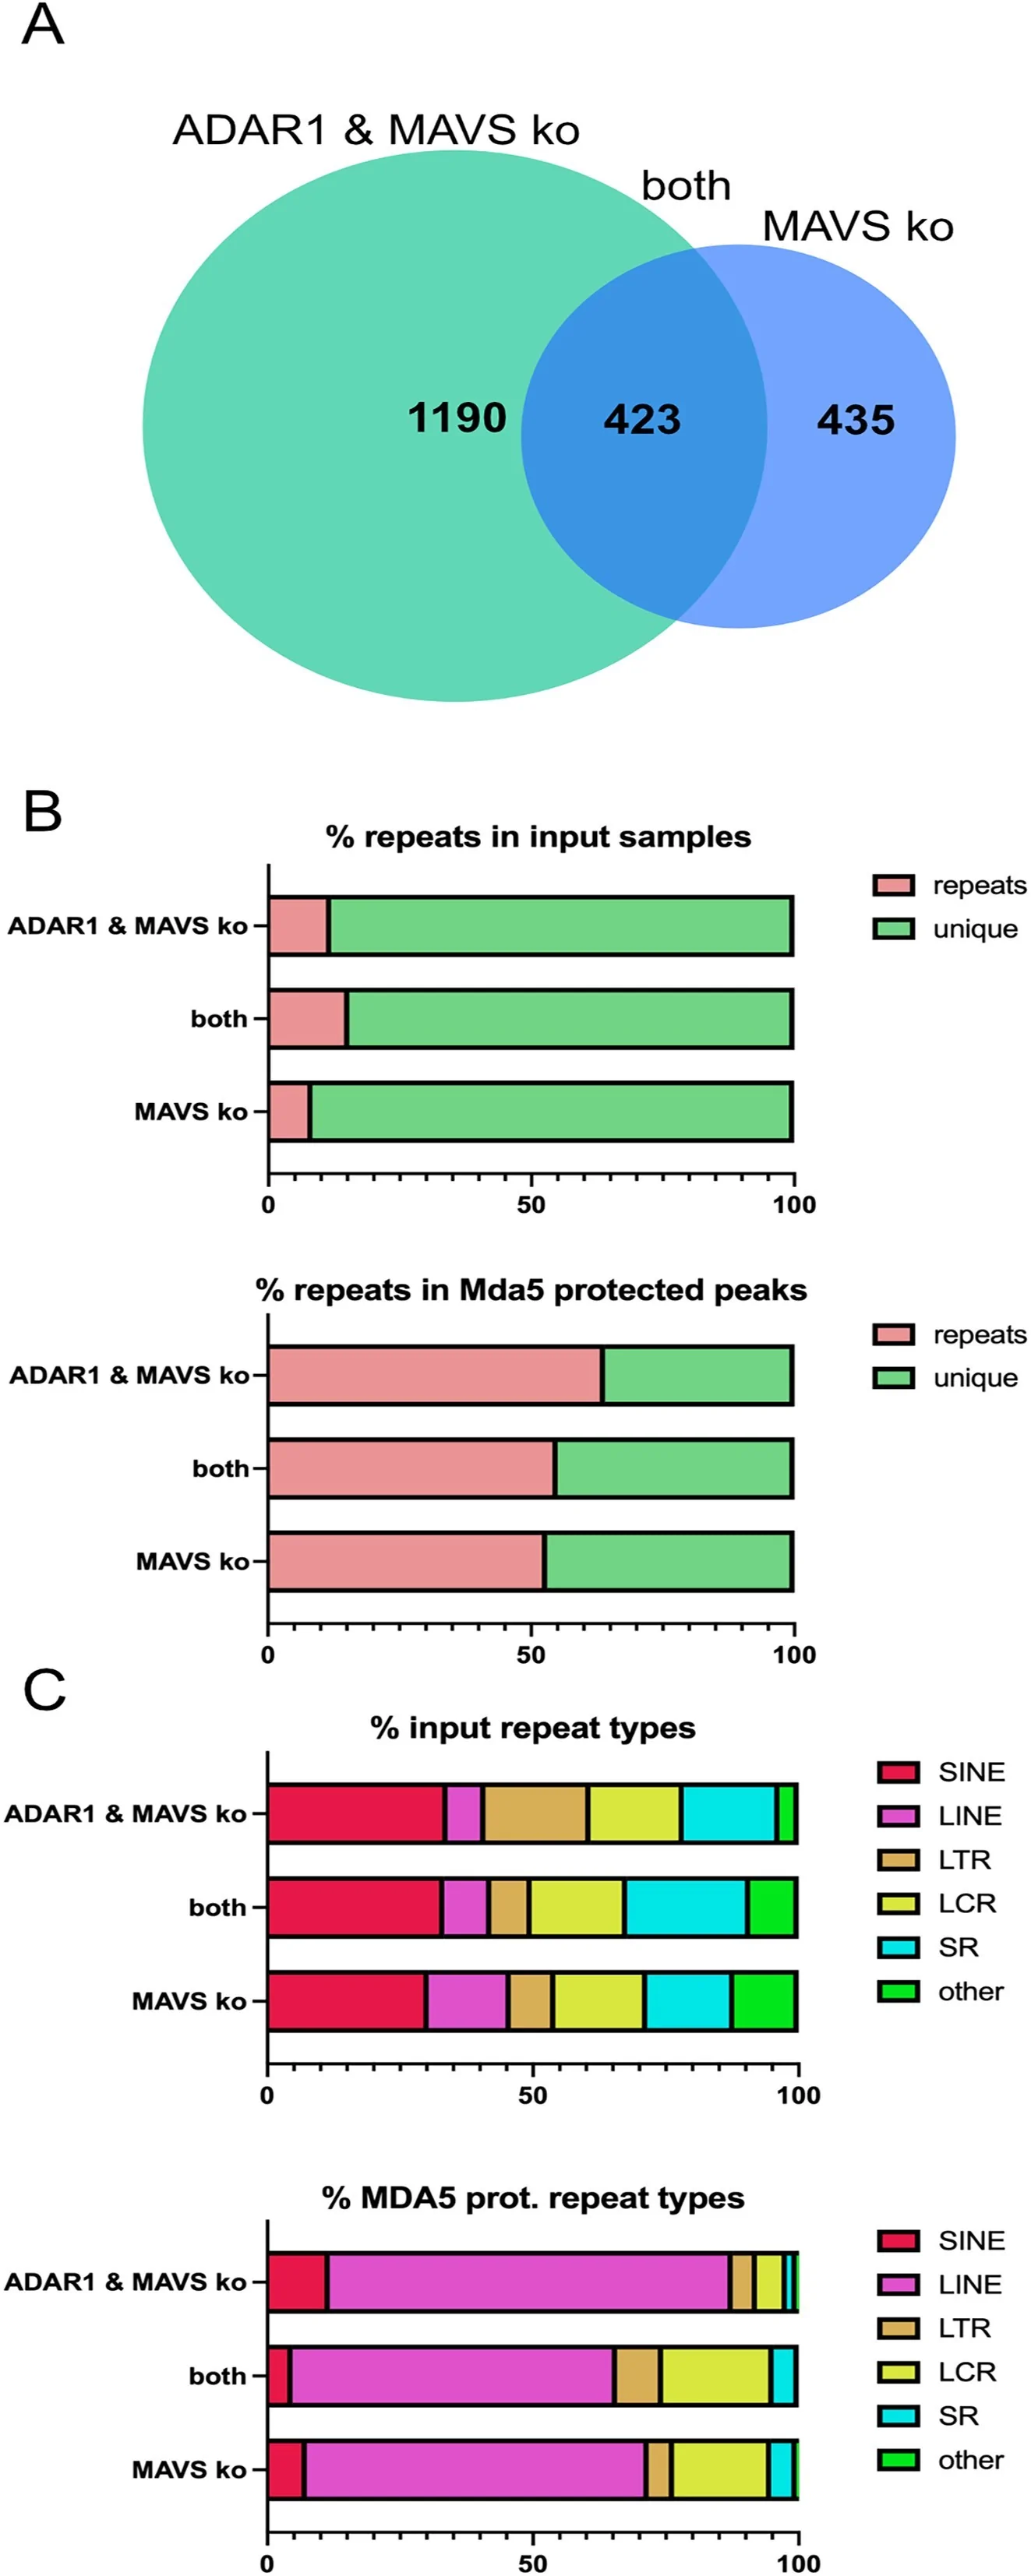
MDA5 binds repeat elements in endogenous transcripts. (**A**) Total liver RNA from ADAR1 knockout (Adar^−/−^; Mavs^−/−^) or MAVS-deficient (Mavs^−/−^) mice was incubated with MDA5 and digested with RNaseA. Protected RNAs were used for NGS library generation and sequencing. Venn diagram showing the number of RNA peaks identified in ADAR1 knockout (Adar^−/−^; Mavs^−/−^) and MAVS-deficient (Mavs^−/−^) samples following RNase protection, sequencing, and peak calling using Genrich. A total of 1190 peaks were uniquely protected by MDA5 in ADAR1- & MAVS-deficient RNAs, while 435 peaks were uniquely protected in MAVS-deficient RNAs. Additionally, 423 peaks were common to both samples. (**B**) Stacked bar plot showing the results of RepeatMasker analysis for input samples and MDA5-protected peaks, illustrating the percentage of overlap with repetitive elements. Overall, the percentage of repetitive elements is significantly higher in MDA5-protected samples compared to their respective input samples. In the Adar^−/−^; Mavs^−/−^ sample, ~64% (760 peaks) of MDA5-protected peaks overlap with repeats, while only 13% (766 peaks) of input sequences contain repeats. (**C**) Stacked bar plot depicting the distribution of repeat element classes in input sequences and MDA5-protected peaks. In input samples, SINEs make up the largest portion, while in MDA5-protected repeats, a large fraction overlaps with LINEs (61%–76%), followed by SINEs (7%–12%) and LTRs (∼5%), depending on genotype. Input sequences show a higher SINE content (30%–34%) and a lower LINE content (15%–7%). The relative fraction of SINEs is higher (12%) in Adar^−/−^; Mavs^−/−^ samples relative to 7% in Mavs^−/−^ samples.

As expected, a large fraction of MDA5-protected reads (∼63%, 749 peaks) specific to *Adar*^−/−^; *Mavs^−/−^* overlap with repeats. In contrast, the input sequences had a 12% (717 peaks) repeat content in the *Adar*^−/−^; *Mavs^−/−^* sample (Fig. 1B). 

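Each peak was assigned on its own strand to the first of 5′ UTR, 3′ UTR, exon, intron and intergenic that it touched in GENCODE M21, an annotation of GRCm38. The shares below cover all peaks, whether or not they overlap a repeat, since repeats were not analysed here. Of the 1066 peaks unique to the editing-deficient (*Adar*-/-; *Mavs*-/-) mice, 770 lay in introns (72.2%, 95% Clopper-Pearson interval 69.4% to 74.9%), 239 were intergenic (22.4%, 19.9% to 25.0%), 23 lay in other exons (2.16%), 21 in 5′ UTRs (1.97%) and 13 in 3′ UTRs (1.22%, 0.651% to 2.08%). Of the 396 peaks unique to the *Mavs*-/- mice, 52.0% were intronic (47.0% to 57.0%), 33.1% intergenic (28.5% to 38.0%) and 2.53% in 3′ UTRs (1.22% to 4.59%). The common stretches were 55.9% intronic, 31.7% intergenic and 0.873% in 3′ UTRs. The intervals cover counting error only, and neighbouring pieces of a peak are not independent. In the RNase-only regions 25.6% (editing-deficient) and 30.1% (*Mavs*-/-) of peaks lay in 3′ UTRs, and in the joined input peaks 33.0% and 32.4%, where introns held 2.58% and 1.64%. Classified by the middle base of each peak alone, 1.13% of the peaks unique to the editing-deficient mice lay in 3′ UTRs and 72.7% in introns, while the intronic share of the joined input peaks rose to 11.5% and 10.3%.

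**Figure D2:**
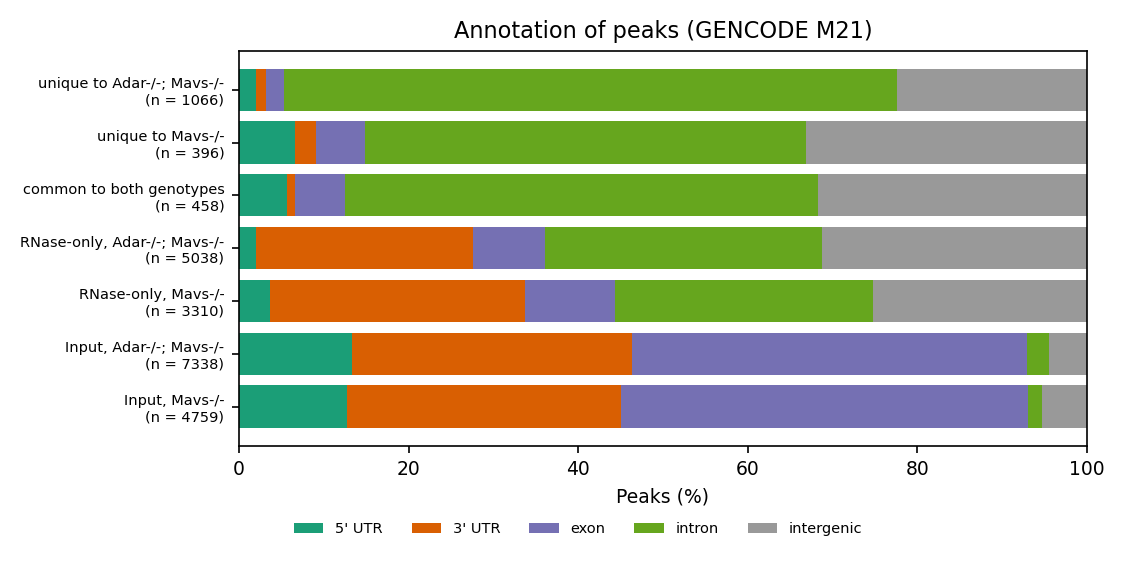
Share of peaks (%, horizontal axis) in each class of the annotation, with the peaks unique to a genotype, the common stretches, the RNase-only regions and the input peaks stacked to 100% and their number given as n. Introns make up 72.2% of the peaks unique to the editing-deficient mice and 3′ UTRs 33.0% of their input peaks.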

When comparing the occurrences of these repeats, it becomes obvious that MDA5-protected repeats locate mostly to 3′ UTRs, introns, and intergenic regions (Supplementary Fig. S3). Amongst the MDA5-protected repeat fraction, a large fraction overlaps with LINEs (67%–76%), SINEs (8%–12%), and LTRs (∼5%), depending on the genotype. Interestingly, the input sequences had a much higher SINE content of 30%–34%, while the fraction of LINEs was comparatively low (7%–15%), depending on the genotype (Fig. 1C and Supplementary Data File 2). When comparing the MDA5-protected peaks specific to MAVS-deficient (*Mavs^−/−^*) with those specific to ADAR1 deletion mice (*Adar*^−/−^; *Mavs^−/^*^−^), the strongest relative increase was observed for the SINE fraction (8% in *Mavs^−/−^* versus 12% in *Adar*^−/−^; *Mavs^−/^*^−^). This is consistent with previous reports that demonstrated that SINEs can activate Mda5 in certain epigenetic cancer therapies [55]. We also tested whether the length of the MDA5 protected regions would correlate with the enrichment *P*-value of the protected region. To do so, we considered all repeats, as well as SINEs and LINEs separately. 

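The length of each listed peak was set against the strongest significance, as −log10 of the adjusted *P*-value, among the deposited peaks that overlap it. Across peaks, which are not independent replicates, Spearman's rho was -0.435 for the 1066 peaks unique to the editing-deficient (*Adar*-/-; *Mavs*-/-) mice and -0.449 for the 458 common stretches, each with a permutation p of 0.0001, the smallest that 10000 permutations can give, and a Benjamini-Hochberg adjusted p of 0.00015 over the 3 lists. For the 396 peaks unique to the *Mavs*-/- mice rho was -0.104 (permutation p = 0.0411, adjusted p = 0.0411). The sign means that longer peaks had weaker significance. With the weakest in place of the strongest significance, rho was -0.505, -0.498 and -0.216 in the same order. Among all deposited peaks of a single MDA5-protected library it lay between -0.575 and -0.707 in the 6 libraries. A peak is listed only if its area reaches 500, so a short peak enters the list only with strong significance.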

Interestingly, the length of the protected region did not correlate well with the significance of enrichment. There was also no major difference to be seen between protected regions derived from SINEs and those derived from LINEs. However, there was an average increase in the median length of MDA5^ΔCARD^ protected peaks between RNAs from MAVS-deficient and ADAR1 & MAVS-deficient mice. This clearly shows that in the absence of ADAR1, longer regions can be bound by MDA5 ^ΔCARD^ (Supplementary Fig. 4A and B). This finding is true for both repeat-containing peaks and also for peaks found outside of repeats. 

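Per library, after the RNase-resistant regions were subtracted, the median length of the MDA5-protected peaks was 130, 135 and 136 nt in the editing-deficient (*Adar*-/-; *Mavs*-/-) mice and 142.5, 95 and 92 nt in the *Mavs*-/- mice. The means of 134 ± 3.21 nt (SD, n = 3) and 109.8 ± 28.3 nt (SD, n = 3) differed by 23.8 nt, less than the spread between the *Mavs*-/- libraries (two-sided exact permutation test, p = 0.40, with 0.10 the smallest p possible). The difference was 14.9 nt without *Mavs*-/- replicate 3 and 40.2 nt without *Mavs*-/- replicate 1. The longest median of the 6 was that of *Mavs*-/- replicate 1. As deposited, before any subtraction, the medians averaged 191 ± 5.86 nt and 163 ± 46.8 nt (SD, n = 3 each), a difference of 28 nt (exact permutation p = 0.40). With a minimum area of 1000 the difference was 40.7 nt (exact permutation p = 0.50). The RNase-only libraries had medians of 175 ± 15.4 nt in the editing-deficient and 184 ± 21.4 nt in the *Mavs*-/- mice (SD, n = 3 each, exact permutation p = 0.60), a difference that changed sign without *Mavs*-/- replicate 2. The input libraries had medians of 319 ± 33.7 nt and 288 ± 11.6 nt (SD, n = 3 each, exact permutation p = 0.20), a difference of 30.8 nt that was 11.4 nt without editing-deficient replicate 1. From the longer protected peaks in the absence of ADAR1, the paper concludes that longer regions can be bound by MDA5 ΔCARD when RNA is not edited.

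**Figure D3:**
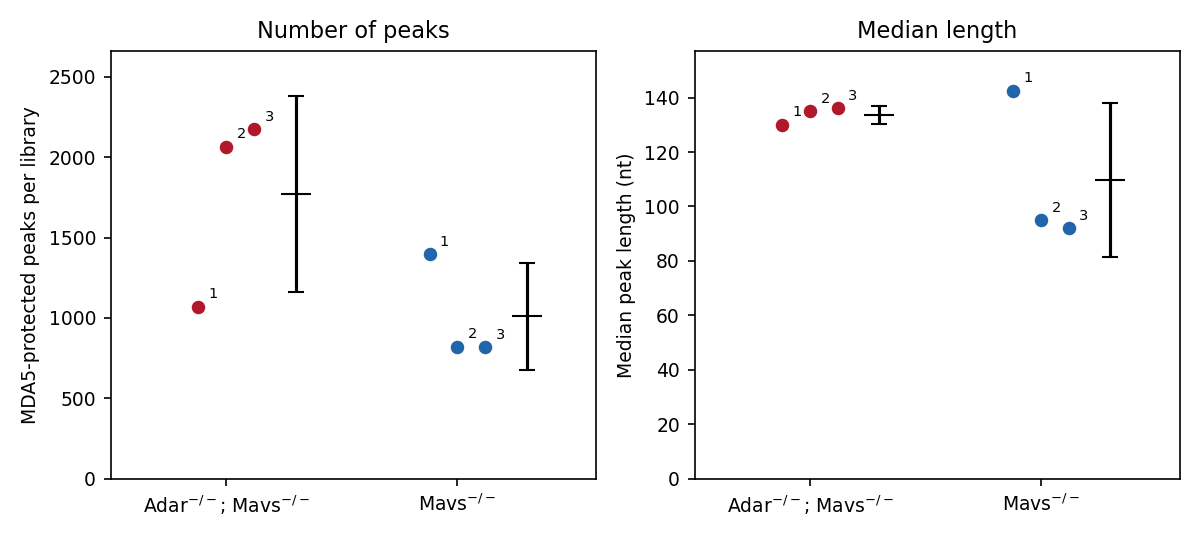
Number (left) and median length in nt (right) of MDA5-protected peaks per library after the subtraction of RNase-resistant regions, with 1 point per library labelled by its replicate number and the mean ± SD of the 3 libraries as a black bar. Replicate 1 of the *Mavs*-/- mice, at 1396 peaks and 142.5 nt, lies above the other *Mavs*-/- libraries in both, and replicate 1 of the editing-deficient mice lies lowest of its genotype in both, at 1070 peaks and 130 nt.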

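Over the joined lists, the peaks unique to the editing-deficient (*Adar*-/-; *Mavs*-/-) mice had a median length of 149 nt with quartiles of 69 and 276 nt, and those unique to the *Mavs*-/- mice a median of 73.5 nt with quartiles of 30.8 and 146 nt. The difference of 75.5 nt stayed above 0 in all 17 alternative settings, 1 of which, a stricter adjusted *P*-value of 0.001, removed no peak, and ranged from 41 nt without editing-deficient replicate 3 to 139 nt with a minimum area of 1000, which moved it most. Some of these peaks are pieces that the base-wise subtraction of the other genotype left of a longer peak. They number 261 of the 1066 unique to the editing-deficient mice and 190 of the 396 unique to the *Mavs*-/- mice. Peaks cut only in the earlier step, by the RNase-only regions of their own genotype, are not counted among them. When a peak that touched the other genotype was removed whole, the medians were 187 nt for 805 peaks and 125.5 nt for 206 peaks.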

The median length of protected peaks is around 158 nt for editing-deficient (*Adar^−/−^; Mavs^−/−^*) samples, while it is only 90 nt for editing-competent *Mavs*^−/−^ samples. Since the peaks found exclusively in the ADAR-deficient sample and those exclusive to the *Mavs*^−/−^ samples did not overlap, we directly compared peak lengths of peaks found in both *Adar^−/−^; Mavs^−/−^* and *Mavs*^−/−^ samples. Also here, the median peak length was at 190 nt for ADAR-deficient samples, while it was at 117 nt in the control (*Mavs*^−/−^) sample (Supplementary Fig. S4C). 

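The peaks that held a common stretch were measured at their whole joined length in each genotype. Their median was 120 nt in the editing-deficient (*Adar*-/-; *Mavs*-/-) mice, with quartiles of 72.8 and 291 nt, and 129 nt in the *Mavs*-/- mice, with quartiles of 75 and 285 nt. The difference of -9 nt changed sign under 3 settings set before the data were examined. It was 54.5 nt with peaks asked for in 3 of 3 replicates (171.5 against 117 nt), a setting that covered the RNase-only peaks too and so also changed the subtraction. It was 4 nt with the RNase-only peaks of any replicate subtracted, and 2 nt with equal numbers of peaks per library. With a 1 bp overlap between replicates it was 0. With 2 libraries of each genotype, a setting added after the data were seen, it ranged from -23 to 3 nt. It was above 0 in 1 of these 9 choices.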

The different lengths of protected RNAs can certainly explain why filaments formed by MDA5 are on average longer in ADAR-deficient samples. However, given that the longest protected peaks are still in the range of 800–1000 nt in the wild-type (*Mavs*^−/−^) samples, it also suggests that, in principle, longer filaments might be formed by MDA5, even in editing competent tissues.

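In the *Mavs*-/- mice the longest MDA5-protected peak was 1260 nt after joining and 931 nt among the unique peaks, against 1305 nt for both in the editing-deficient (*Adar*-/-; *Mavs*-/-) mice. As deposited, the longest peak of a single library was 1884, 1727 and 1041 nt in *Mavs*-/- replicates 1, 2 and 3 and 1318, 2063 and 2149 nt in the editing-deficient replicates. Of the 76 peaks unique to the *Mavs*-/- mice with support in all 3 of their libraries, the longest were an intergenic peak of 722 nt on chromosome 4 (96602300–96603021, minus strand), 1 of 673 nt in an intron of *Ghr* on chromosome 15 (3552949–3553621, minus strand) and 1 of 664 nt in an intron of *Sgcz* on chromosome 8 (38417509–38418172, minus strand). The *Sgcz* peak also overlapped a peak in 1 editing-deficient library.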

Recently, natural antisense transcripts had been reported to trigger MDA5 activation in the absence of editing [56]. We therefore specifically intersected the MDA5-protected fraction from *Adar*^−/−^; *Mavs^−/^*^−^ mice with the cisNATs identified in the GencodeVm23 annotation. However, this resulted in a single overlap of a 63 bp-long region on chromosome 13 and was therefore not further considered for additional analyses. 

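The overlap was repeated with stretches where annotated exons of genes on opposite strands overlap in GENCODE M21. Unique peaks were used here, while the paper does not state whether it used these or all protected peaks of the editing-deficient mice. Of the 1066 peaks unique to the editing-deficient (*Adar*-/-; *Mavs*-/-) mice, 5 overlapped such a stretch on the same strand, and none of these lay on chromosome 13. Named here after their values were seen, they lie in *Ube2w* on chromosome 1 (16619296–16619377, minus strand, 82 bp of overlap), in *Gm21992* opposite *Rbm4b* on chromosome 19 (4762138–4762387, minus strand, 250 bp), in *Taf4* on chromosome 2 (179975706–179976032, minus strand, 40 bp), and in *C030014I23Rik* (44478848–44478859, plus strand, 12 bp) and *Atr* (95857831–95857845, plus strand, 15 bp) on chromosome 9. The peaks unique to the *Mavs*-/- mice gave 5 of 396, 1 of them on chromosome 13, and the common stretches 3 of 458. With only genes annotated as antisense, a setting added after the data were seen, the numbers were 1 (the *Atr* peak), 3 and 2.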

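Of the 1066 peaks unique to the editing-deficient (*Adar*-/-; *Mavs*-/-) mice, 202 overlapped a deposited peak in all 3 editing-deficient libraries. The longest of these were 1305 nt in an intron of *Cnot4* on chromosome 6 (35106071–35107375, minus strand), 1148 nt in an intron of *Hnf4g* on chromosome 3 (3576470–3577617, plus strand) and 1020 nt in an intron of *Gtdc1* on chromosome 2 (44609376–44610395, minus strand). By mean rank of the AUC within the 3 libraries, the strongest was a peak of 742 nt in an intron of *Sult2a1* on chromosome 7 (13808208–13808949, minus strand), which ranked 32, 34 and 74. It was followed by 1 of 294 nt in an intron of *Thrb* on chromosome 14 (17992588–17992881, plus strand), ranked 54, 102 and 131, and an intergenic peak of 146 nt on chromosome 7 (26220259–26220404, plus strand), ranked 128, 155 and 35. The *Cnot4*, *Hnf4g*, *Sult2a1* and intergenic peaks each overlapped a peak in 1 *Mavs*-/- library, and those in *Gtdc1* and *Thrb* in none. The AUC is the authors' own score of each peak, and these ranks compare peaks within a library only.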

Still, to identify RNAs with the potential to elicit an IFN response in the absence of ADAR1, we compiled all 1190 MDA5-protected peaks that are unique to *Adar*^−/−^; *Mavs^−/^*^−^ mice and calculated a minimal and maximal adjusted *P*-value considering their expression and fold enrichment in the MDA5 ^ΔCARD^-protected *Adar*^−/−^; *Mavs^−/^*^−^ sample. Moreover, genomic annotation and potential repeat origin were included (Supplementary Data File 2). Intronic repeat-derived sequences had been shown to trigger an antiviral interferon response. However, this was primarily seen in combination with specific chromatin mutations or upon splicing inhibition [57, 58]. In our case, we had used total RNA from ADAR-deficient mice, which show only minor splicing defects [59]. 

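Counted per library, intronic peaks made up 66.6%, 64.1% and 61.5% of the MDA5-protected peaks of the editing-deficient (*Adar*-/-; *Mavs*-/-) mice and 62.6%, 49.6% and 42.2% of those of the *Mavs*-/- mice. The means of 64.1% ± 2.55 and 51.5% ± 10.3 (SD, n = 3 each) were not told apart by a two-sided exact permutation test (p = 0.20, with 0.10 the smallest possible). In the RNase-only libraries introns held 29.4% ± 13.3 and 27.4% ± 2.96 of peaks (SD, n = 3 each, exact permutation p = 0.90), a difference that changed sign without editing-deficient replicate 2 or 3. In the input libraries, which hold the total RNA before digestion, they held 3.02% ± 0.161 in the editing-deficient and 1.93% ± 0.718 in the *Mavs*-/- mice (SD, n = 3 each, exact permutation p = 0.10). This share rests on the rule that assigns a peak to an exon it touches anywhere. By the middle base of each peak, a count made after the data were seen, it was 9.60% ± 0.760 and 8.50% ± 1.34 (SD, n = 3 each), and the genotypes overlapped (exact permutation p = 0.30). By that rule the MDA5-protected libraries held 64.7% ± 2.25 and 53.0% ± 9.49 (SD, n = 3 each, exact permutation p = 0.20).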

We therefore reasoned that the MDA5 ^ΔCARD^-protected intronic regions are a result of using total cellular RNAs, including unspliced pre-mRNAs, which would be unlikely to activate the cytoplasmic dsRNA sensor MDA5 *in vivo*. We also determined the average RNA editing ratio (RNA-editing index) of protected peaks for protected SINEs, LINEs, LTR elements, and the sum of all repeats [24]. This was done on mRNAs derived from wild-type cells and cells selectively lacking ADAR1p150 [12] (Supplementary Fig. S5). Both SINEs and LTR elements showed a clear, ADAR1p150-specific editing rate, while LINE elements showed hardly any RNA editing. Taken together, we therefore reasoned that SINEs and LTR elements would be the major source of dsRNAs that can trigger MDA5 activation. Based on this assumption, we picked two SINE-derived peaks (*Rnf168* chr16:32300187-32300400, *Knl1* chr2:119104854-119104978) and cloned them with their adjacent, inverted SINE element. 

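Both intervals equal peaks unique to the editing-deficient (*Adar*-/-; *Mavs*-/-) mice to the base. The *Rnf168* peak (GRCm38 chromosome 16, 32300187–32300400, plus strand, 214 nt) lies in the 3′ UTR in exon 6 of 6 of a gene that spans 32277459–32301434. A peak was called there in 2 of 3 editing-deficient MDA5-protected libraries, with 214 nt in replicate 1 and 193 nt in replicate 2, and in 1 of 3 *Mavs*-/- libraries, with 229 nt in replicate 2, and in no RNase-only or input library. Searched against the rest of its transcript with blastn, the *Rnf168* peak holds an arm of 132 nt whose inverted partner, 87.9% identical, lies at 32299832–32299963, 250 nt away. Folded with RNAfold, the 514 nt from 1 arm to the other had a minimum free energy of -269.2 kcal/mol and 111 of 187 base pairs between the arms.
The *Knl1* peak (chromosome 2, 119104854–119104978, plus strand, 125 nt) lies in the 3′ UTR in exon 23 of 23 of a gene that spans 119047119–119105501. It was called in editing-deficient replicates 1 and 2, at 125 and 111 nt, and in *Mavs*-/- replicate 1, at 124 nt, and in no RNase-only or input library. The whole peak lies in an arm of 164 nt with a partner 84.8% identical at 119104317–119104478, 336 nt away, and the 662 nt of both arms and the stretch between them folded at -331.8 kcal/mol with 148 of 245 base pairs between the arms.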

We also cloned the fragment corresponding to one peak derived from an LTR element (*Zkscan3* chr13:21392247-21392435) and a LINE-derived fragment (chr15:82697668-82699436) into pGEM-T easy, which allows the generation of RNA transcripts by T7 RNA polymerase. 

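The *Zkscan3* interval also equals a peak unique to the editing-deficient (*Adar*-/-; *Mavs*-/-) mice to the base (GRCm38 chromosome 13, 21392247–21392435, minus strand, 189 nt). It lies in the 3′ UTR in exon 5 of 5 of a gene that spans 21387003–21402755. It was called in editing-deficient replicates 2 and 3, at 131 and 188 nt, and in *Mavs*-/- replicate 3, at 256 nt, and in no RNase-only or input library. Of the bases of the peak, 153 lie in an arm at 21392283–21392451, whose inverted partner at 21389889–21390059, 2223 nt away, is 82.8% identical over an alignment of 174 positions, gaps included, and the 2563 nt from 1 arm to the other folded at -827.64 kcal/mol with 150 of 733 base pairs between the arms. The ends of the cloned fragments were not used here, so these folds cover the annotated transcript and not the clones.
The interval of the LINE-derived fragment (chromosome 15, 82697668–82699436, 1769 nt) overlapped MDA5-protected peaks on the minus strand in editing-deficient replicates 2 and 3 and in *Mavs*-/- replicates 2 and 3, and no RNase-only or input peak. The joined editing-deficient peak at 82698678–82699234 (557 nt) was split by the *Mavs*-/- peaks into 2 common stretches of 232 and 114 nt and 3 pieces unique to the editing-deficient mice of 48, 75 and 88 nt. The numbers of libraries with a peak at the 4 intervals were the same when peaks within 200 bp were counted.

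**Figure D4:**
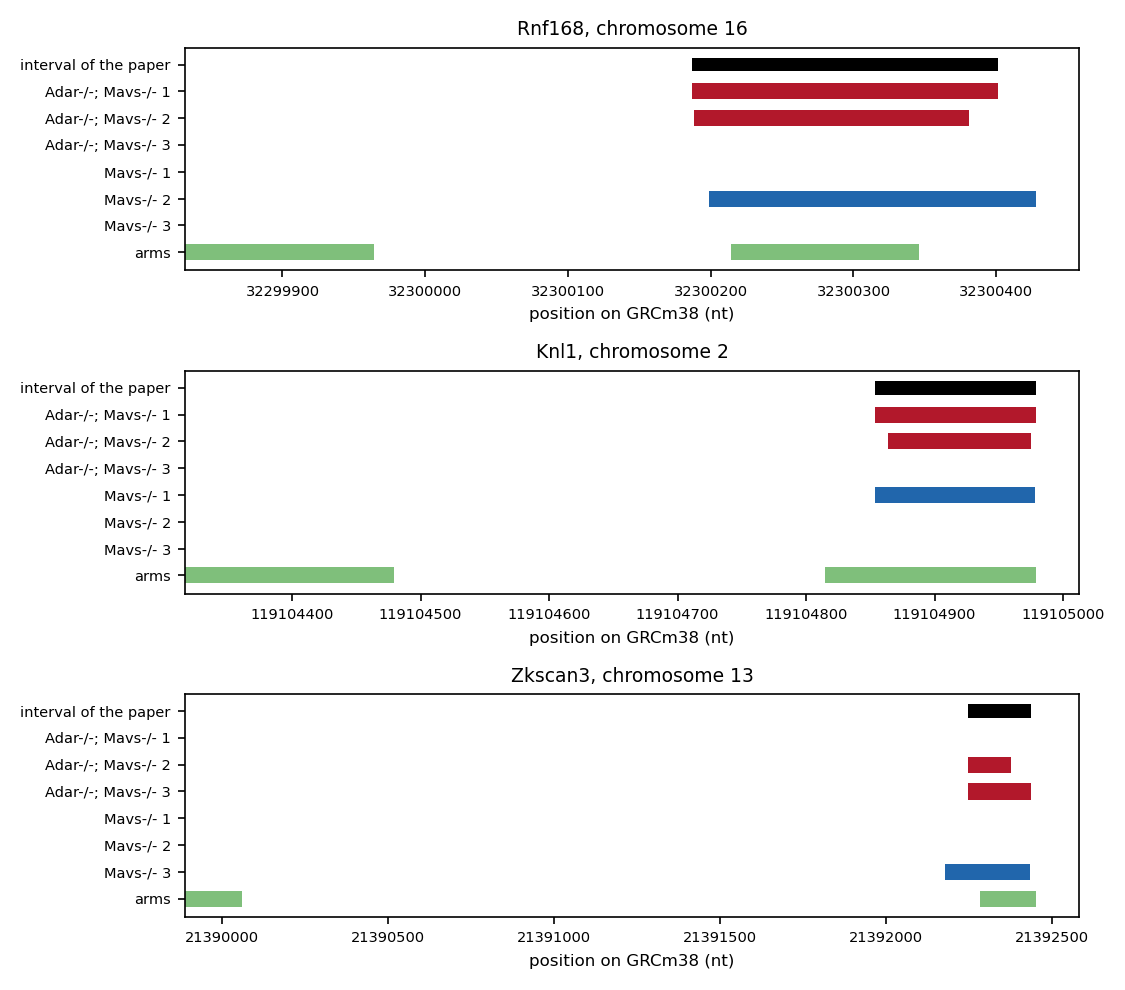
MDA5-protected peaks at *Rnf168*, *Knl1* and *Zkscan3* along the chromosome (nt, horizontal axis), with the interval the paper cloned in black, 1 line per library (red, editing-deficient, and blue, *Mavs*-/-, numbered by replicate) and the arms of the inverted repeat in green. At each gene 2 editing-deficient libraries and 1 *Mavs*-/- library have a peak, and the peak covers 1 arm only.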

For comparison, we also included the 3′ UTR of the human zinc finger-encoding *ZNF-708* transcript, which contains two inverted Alu elements and can form an extended secondary structure. *In silico* folding and generation of a centroid structure using the ViennaRNA package indicates that the 3′ UTRs of *Rnf168, Knl1, Zkscan3*, and *ZNF-708* can form extended double-stranded structures of ∼160, 220, 250, and 300 bp, respectively. In contrast, the LINE-derived fragment seemingly cannot fold an extended double-stranded structure (Supplementary Fig. S6).

To test whether these RNAs would indeed be able to support MDA5 ^ΔCARD^ polymerization, which would lead to subsequent activation of MAVS and initiate an interferon response, we made T7 *in vitro* transcripts of the cloned regions of *Rnf168, Knl1, Zkscan3*, and the cloned LINE element. As a positive control, we also included the 3′ UTR of the human *ZNF-708* gene, which harbors two Alu elements. As a negative control, we used only half of the Rnf168 UTR, which only harbors a single SINE element and therefore should not form an extended double-stranded structure.

T7 RNA polymerase can do foldback transcription, leading to inadvertent production of dsRNAs [60]. Therefore, to avoid untemplated dsRNA production, we took advantage of a recently generated mutant version of T7 polymerase, which strongly reduces non-templated loopback transcription [46]. Briefly, a His-tagged T7 clone was synthesized to carry the critical G474A amino acid exchange and terminal 884G addition. Following the addition of the C-terminal G, we call this T7 polymerase T7_FAFAG_. RNA produced with this polymerase was used to test for MDA5 polymerization. We generated a mouse MDA5^ΔCARD^ clone covering aa 231 to 1025 that deletes the N-terminal CARD domains. The construct was C-terminally His-tagged, allowing bacterial expression and purification. To determine the ability to support MDA5 to bind and proofread these RNAs, we performed an ATPase assay, which colorimetrically measures ATP hydrolysis that occurs during MDA5 binding and proofreading of dsRNAs [3, 61]. Poly I:C was used as a standard and set to 100%. These data clearly showed that the inverted SINEs found in *Rnf168* and *Knl1*, but also the secondary structure formed by the LTR located in Zkscan3, can support MDA5 ^ΔCARD^ binding and proofreading to a similar extent as poly I:C or the inverted Alu elements found in human *ZNF-708* (Fig. 2A). In contrast, a single SINE found in Rnf-168 but also the LINE-b element did not lead to ATP-hydrolysis, indicating that these unstructured RNAs do not support MDA5 ^ΔCARD^ dsRNA-binding and subsequent dsRNA-proofreading. We also tested the ability of Mda-5 filament formation by electron microscopy of Mda-5 ^ΔCARD^ filaments formed along different RNAs in the presence of non-hydrolysable AMP-PNP. Again, the dsRNAs formed by the 3′ UTRs of *Rnf168* or *Knl1*, but also the LTRs of *Zkscan3* did support polymer formation, as did the human inverted Alus found in *ZNF-708* or poly I:C. A single SINE found in *Rnf168* (1/2 element) or a LINE-b element did not support filament formation (Fig. 2C). Quantitation of filaments across 10 regions of interst (ROIs) confirmed these findings (Fig. 2B). The predicted double-stranded structures of *Rnf160, Knl1, Zkscan3*, and *ZNF-708* should form dsRNA structures in the range of 50 nm (*Rnf168*) to 100 nm *(ZNF-708*), respectively. Indeed, *Rnf168* gave rise to the shortest fragments of ∼70 nm, while *ZNF-708* showed the longest filaments of ∼120 nm. However, we also observed occasional filaments of 200 or 300 nm (see also Supplementary Figs S9 and S10). Such long structures might be the result of intermolecular head-to-tail annealing of two RNA molecules or partial base pairing and stacking of regions not accurately predicted by the ViennaRNAfold package.

**Figure 2.**
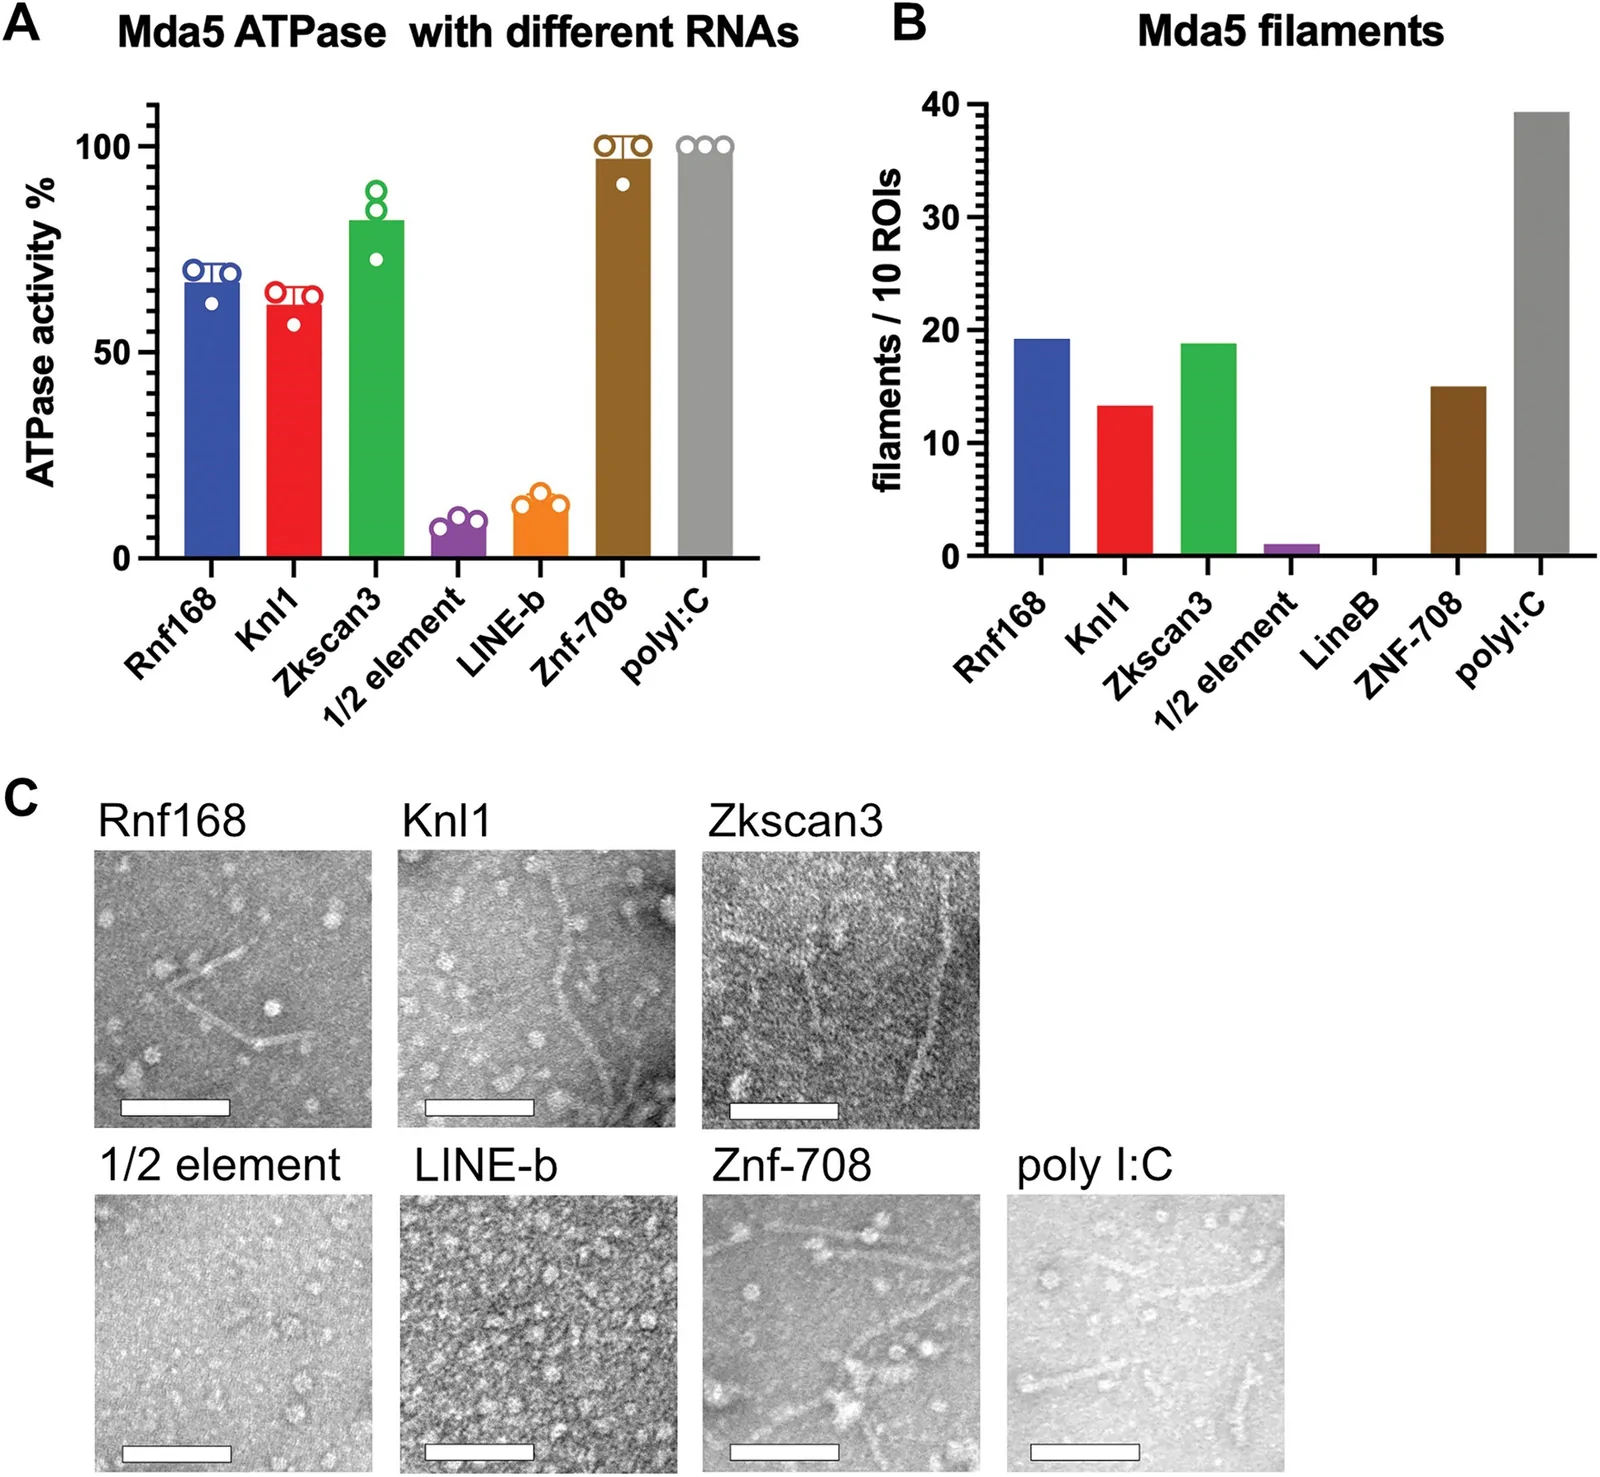
Structured, MDA5-protected RNAs support MDA5 polymerization. (**A**) *In vitro* transcribed RNAs harboring two inverted SINEs from the 3′ UTRs of *Rnf168* and *Knl1*, an LTR element (*Zkscan3*), a single SINE (1/2 element), or a LINE-b element were tested for their ability to support ATP hydrolysis of MDA5. The 3′ UTR of the human *ZNF-708* transcript, harboring two inverted Alu elements, and poly I:C were used as controls. Indeed, the inverted SINEs and the LTR element do efficiently support ATP hydrolysis, while a single SINE (1/2 element) and a LINE-b element fail to support ATP hydrolysis. (**B**) In the presence of non-hydrolyzable AMP-PNP, MDA5 forms filaments along the structured 3′ UTRs of Rnf168, Knl1, and the LTR element in *Zkscan3*, similar to *ZNF-708* and poly I:C. Again, the single SINE and the LINE-b element fail to support filament formation. (**C**) Electron micrographs showing the formation of filaments on the inverted SINEs found in the 3′ UTRs of *Rnf168, Knl1*, or the LTR element *Zkscan3*. Human *ZNF-708* harboring two inverted Alu elements and poly I:C RNA serve as positive controls. Bar = 100 nm.

### Inosines introduced by RNA editing but not by *in vitro* transcription repress MDA5 ΔCARD polymerization

*In vivo*, ADAR1 but not ADAR2 editing activity is critically required to suppress MDA5-mediated activation of the immune system [10]. Additionally, RNA-binding activity of ADAR1p150 but also protein–protein interactions suppress activation of the Z-DNA-binding protein ZBP and the dsRNA-dependent kinase PKR [15, 27, 28, 62–64]. ADARs can destabilize RNAs when an A:U base pair is converted into an I:U wobble base pair but can also stabilize RNAs when an A:C mismatch is changed into an I:C base pair. It has also been shown that short RNAs containing consecutive I:U basepairs can suppress IFN-signaling and distort the helicity of dsRNAs [50, 65, 66]. We therefore wanted to test whether the presence of inosines *per se* or a specific set of inosines introduced by ADARs might suppress MDA5 activation *in vitro* and *in vivo*. To test this, we transcribed single-stranded and dsRNAs using T7_FAFAG_ RNA polymerase. RNA-editing by ADARs deaminates adenosines into inosines. The resulting A to I exchange mimics an A to G exchange in many respects [67]. However, due to the propensity of inosines to basepair with cytosines, inosines can only replace guanosines during *in vitro* transcription. We therefore replaced GTP with ITP in different ratios during *in vitro* transcription. ITP levels above 50% strongly impaired RNA synthesis. We therefore determined the rate of inosine incorporation for RNAs synthesized in the presence of 50%, 20%, or 10% ITP to GTP. HPLC analysis of the hydrolyzed RNAs indicated that inosine incorporation was at ∼35%, ∼10%, and 6%, respectively, relative to G at the tested concentrations (Supplementary Fig. S7A–C). Thus, RNAs were generated that had inosines stochastically replacing guanosines, presumably equally distributed along the entire transcript. To compare this with RNAs that had inosines introduced by deamination of adenosines, we performed *in vitro* editing reactions on *in vitro* transcribed RNAs using recombinantly purified ADAR1p150, ADAR1p110, and ADAR2. By doing so, adenosines were converted to inosines in a non-stochastic manner. Successful deamination was determined by Sanger sequencing of RT-PCR products of the *in vitro* edited transcripts. In the sequence chromatograms, the ratio of Inosine (G) peaks over the sum of I (G) plus A peaks for all adenosines located in double-stranded structures was determined to calculate levels of deamination, seen as A-to-G conversion. Interestingly, we noticed that different sites are edited at different efficiencies. While some sites could be edited to almost 100%, others were only edited to low levels, even if those corresponded to the reported ADAR next-neighbor preference and despite extended incubation times with ADARs (see materials) [68]. This suggests that some sites might be inhibited by nearby, highly efficient editing events. Average *in vitro* editing levels for all adenosines within the mouse structured RNAs derived from SINEs (*Rnf168, Knl1*) and the LTR element in *Zkscan3* ranged from 6 to 14% (Supplementary Fig. S7D). The average editing level of all adenosines within the human-derived inverted Alu elements in *ZNF-708* even reached 26%. All three ADARs, ADAR1p150, p110, and ADAR2, gave rise to comparable editing levels.

The RNAs generated this way were first tested for their integrity on RNA gels (Supplementary Fig. S8). RNAs were not affected in their integrity by the in vitro editing reaction. Also, as RNAs were running at a single band, we can exclude that ADAR would still be bound to the RNAs after phenol extraction and precipitation. Next, RNAs were tested for their ability to activate MDA5 polymerization *in vitro* by determining ATP hydrolysis and filament formation. Despite showing higher inosine rates, RNAs with inosine incorporated during transcription, and thus replacing guanosines, failed to suppress ATP hydrolysis or MDA5 polymerization. In contrast, however, RNAs modified by *in vitro* editing and therefore replacing adenosines by inosines, efficiently prevented ATP hydrolysis (Fig. 3A–C). Most surprisingly, while ADAR1p150 is critically required to suppress MDA5 activation *in vivo*, ATP hydrolysis by MDA5 ^ΔCARD^ was equally well suppressed by *in vitro* editing using ADAR1p150, ADAR1p110, or ADAR2. Likewise, MDA5 ^ΔCARD^ filament formation was also prevented by inosines introduced by editing using either ADAR isoform, but not by introducing inosines during *in vitro* transcription (Fig. 3D–G and Supplementary Figs S9 and S10).

**Figure 3.**
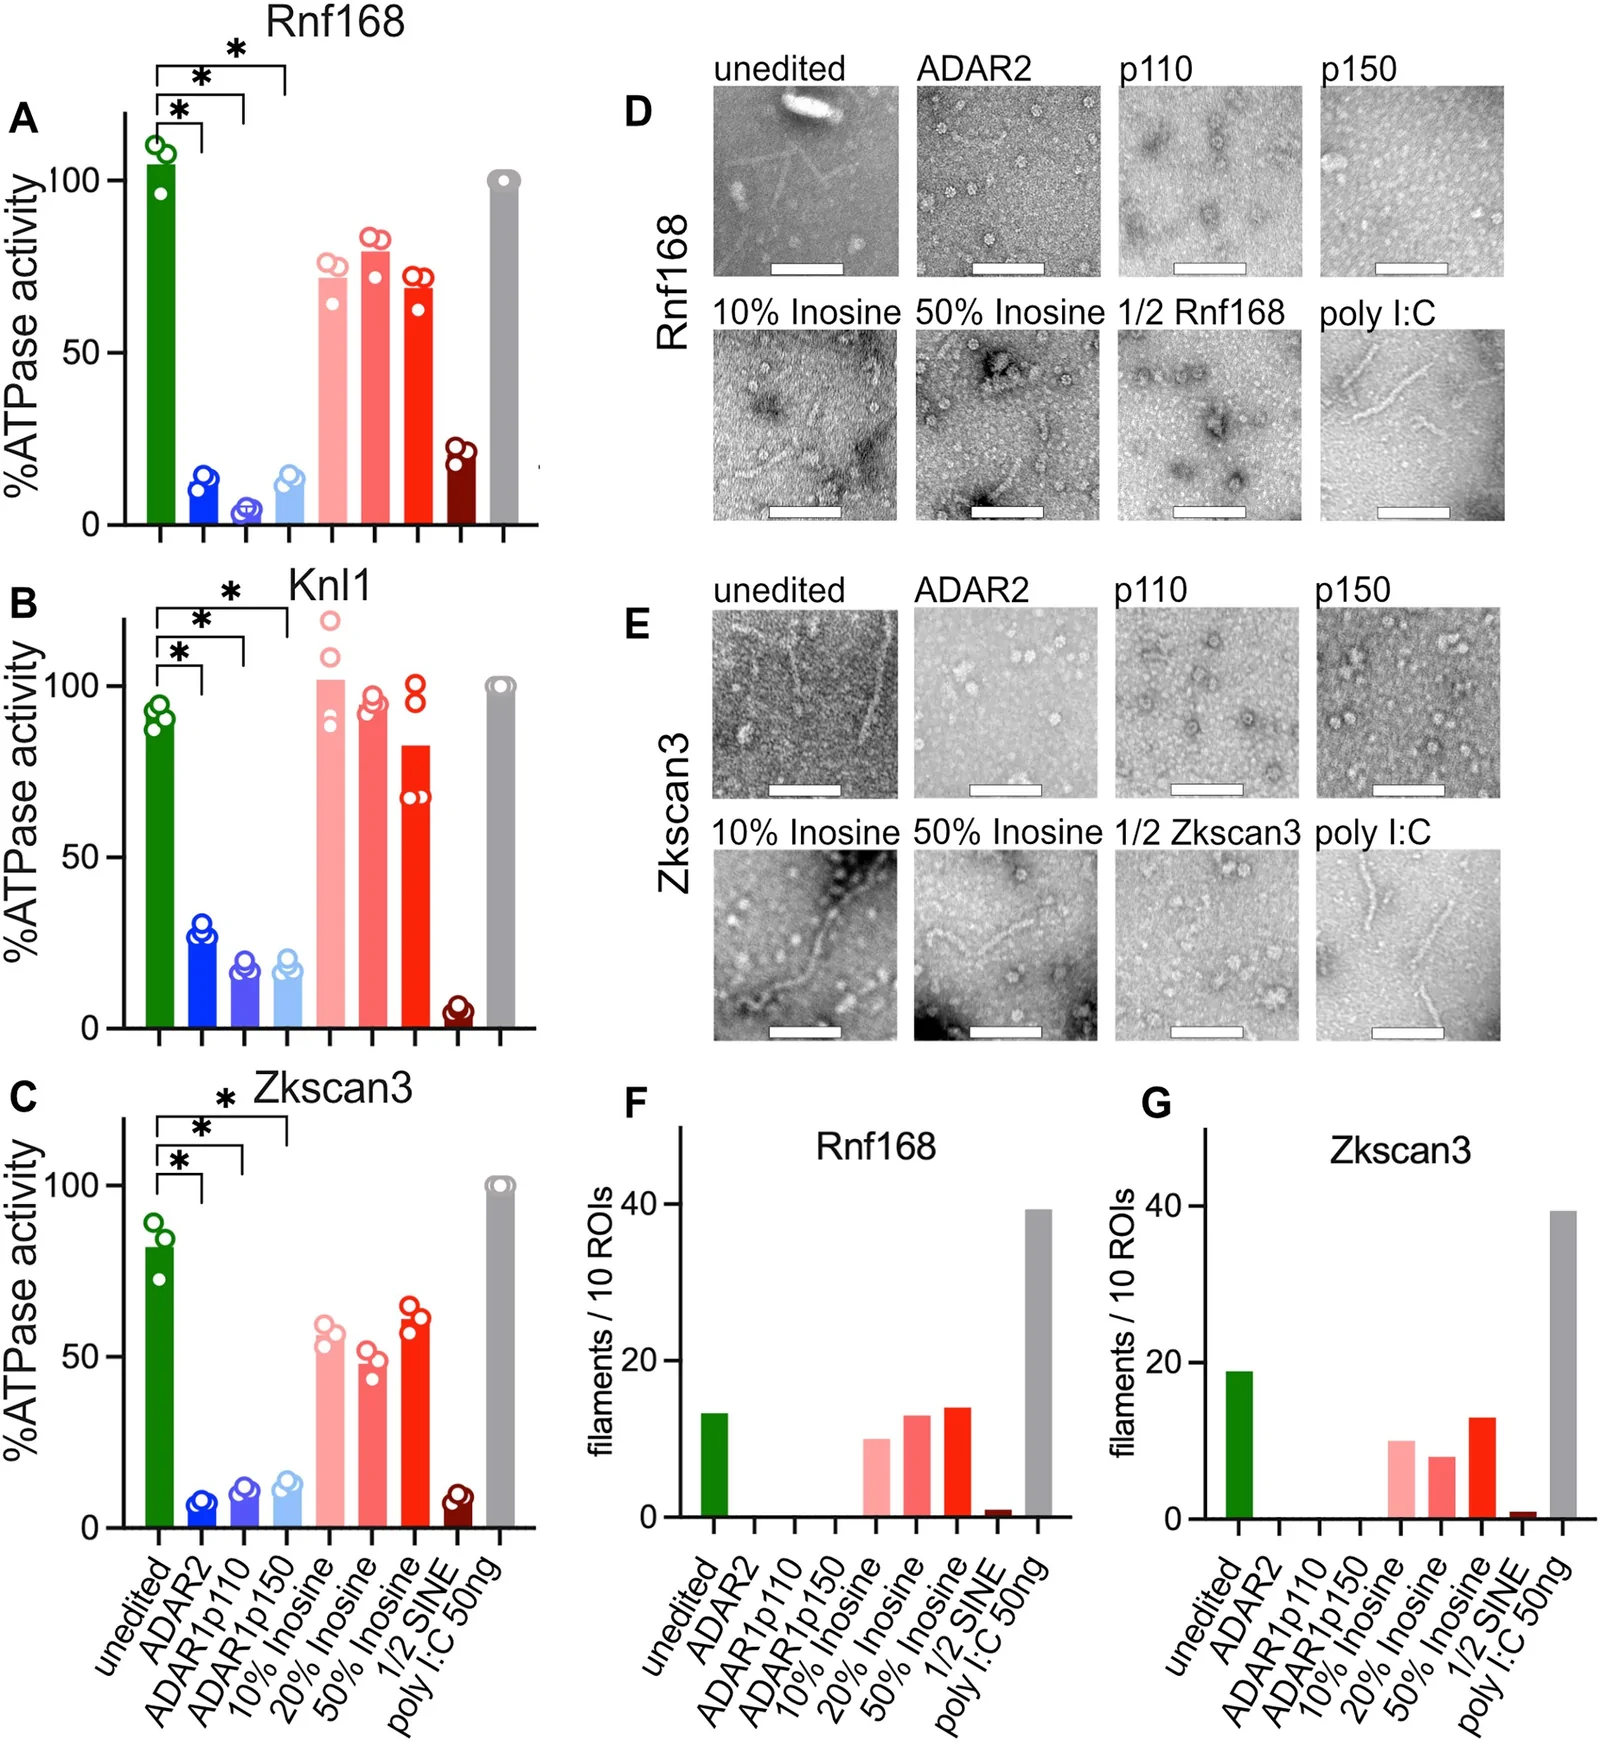
Inosines introduced by ADAR editing, but not by *in vitro* transcription, repress MDA5 polymerization. ATP hydrolysis assays as a readout of MDA5 polymerization on *in vitro*-transcribed RNAs of the inverted SINE-containing 3′ UTRs of Rnf168 (**A**) and Knl1 (**B**), or the LTR element Zkscan3 (**C**). RNAs were transcribed using T7_FAFAG_ RNA polymerase and edited *in vitro* with ADAR2, ADAR1p110, or ADAR1p150. Alternatively, GTP was substituted with ITP to 10%, 20%, or 50%. A single SINE (1/2 element) and poly I:C served as controls. For the ATP hydrolysis assay, refolded RNA was incubated with MDA5 and ATP. ATP hydrolysis was measured using a malachite green detection kit. RNAs with inosines incorporated during transcription failed to suppress ATP hydrolysis, while RNAs modified by *in vitro* editing with ADARs effectively prevented ATP hydrolysis. Notably, RNA containing the single SINE (1/2 element) did not induce ATP hydrolysis. * denotes *P* value < .001. (**D, E**) Electron micrographs showing the results of MDA5 filament formation assays in the presence of non-hydrolysable AMP-PNP, which stabilizes MDA5 filaments on dsRNA. Structured 3′ UTRs of RNF168 (D) and Zkscan3 (E). The RNAs were edited *in vitro* with ADAR2, ADAR1p110, or ADAR1p150. *In vitro* transcription was also performed in the presence of 10% or 50% ITP, substituting GTP. A single SINE of RNF (1/2 Rnf168) or a single-stranded region of Zkscan3 (1/2 Zkscan3), as well as poly I:C, were used as negative and positive controls, respectively. MDA5 filaments were spotted on carbon-coated grids, stained with uranyl acetate, and imaged by TEM. RNAs with inosines incorporated during transcription failed to suppress MDA5 polymerization, while RNAs modified by *in vitro* editing effectively prevented MDA5 oligomerization. Notably, RNA containing the single SINE (1/2 element) did not support MDA5 filament formation. Bar = 100 nm. (**F, G**) Bar graphs showing the results of MDA5 filament quantifications of 10 fields of 1 µm × 1 µm of the data shown in panels (D and E), respectively.

### Only inosines introduced by *in vitro* editing can suppress IFN response in cells

MDA5 ^ΔCARD^ polymerization *in vitro* may not reflect the situation in cells. Also, the deletion of the CARD domains can affect the efficiency of polymerization [4, 69]. Therefore, native RNAs and RNAs that had inosines replacing guanosines introduced during *in vitro* transcription, or *in vitro* edited RNAs where adenosines are converted to inosines, were transfected into immortalized MEFs and tested for their ability to activate an IFN response. As the 5′ phosphate of *in vitro* transcribed RNAs can also activate RIG-I, leading to an IFN response, the *in vitro* transcribed RNAs were also dephosphorylated prior to transfection. IFN induction was monitored by qRT-PCR for the interferon-induced genes (ISGs) *Stat1* or *Irf7*. As expected, RNAs with a strong secondary structure, the 3′ UTR of *Rnf168, Knl1*, and the LTR element in *Zkscan*3, triggered expression of ISGs to a similar level as poly I:C, while a single SINE element (1/2 element) failed to do so (Fig. 4 and Supplementary Fig. S11).

**Figure 4.**
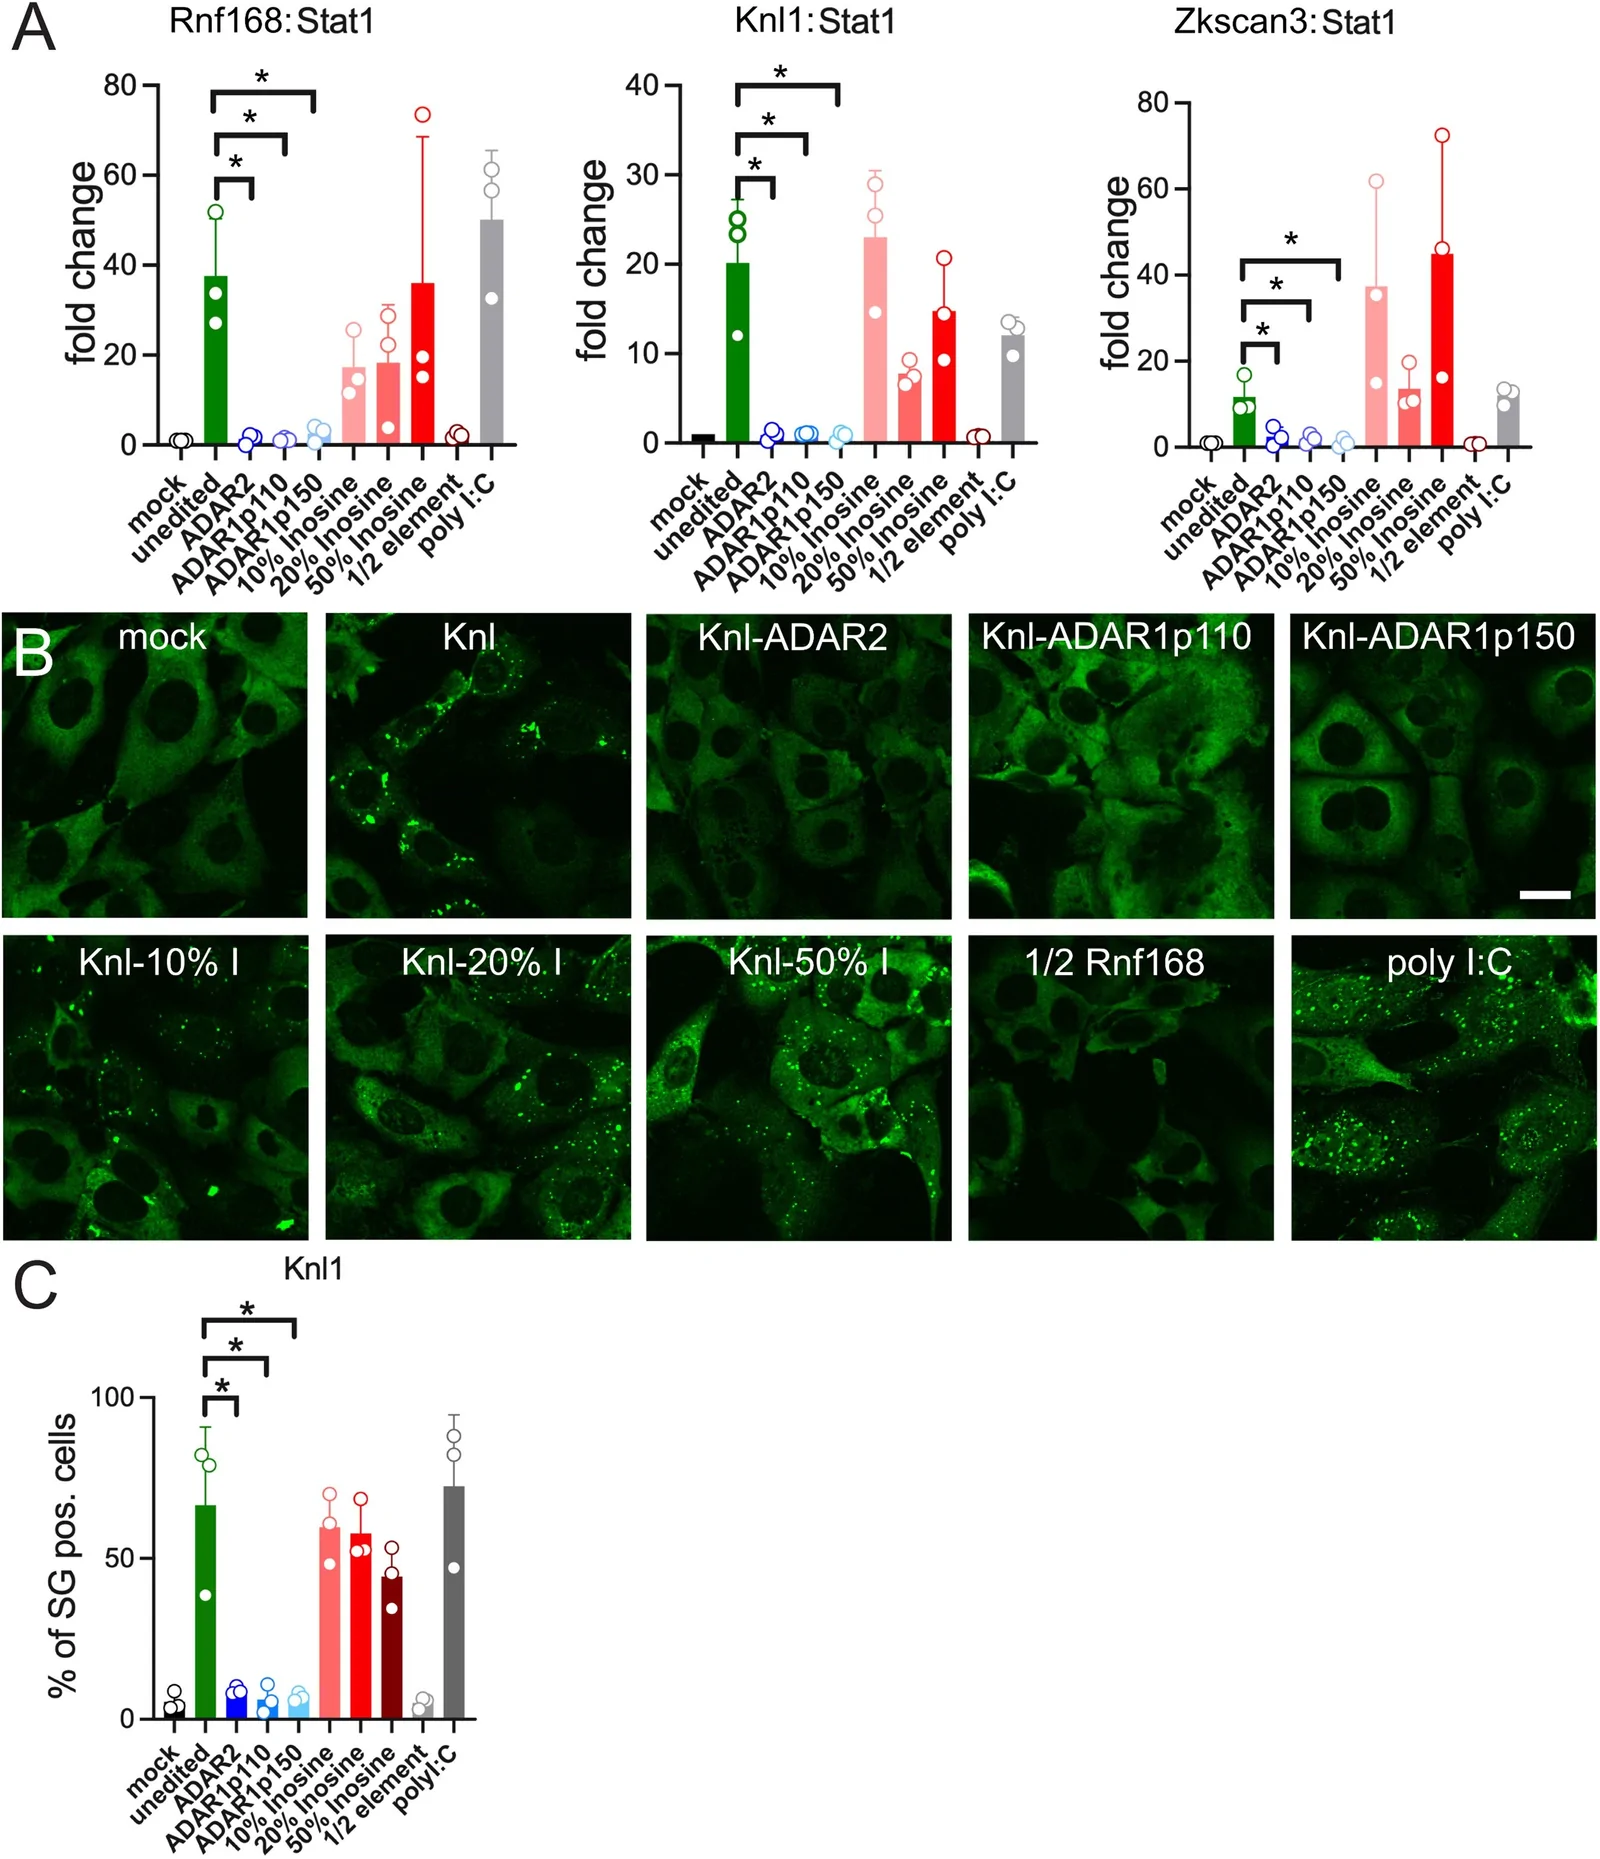
Inosines introduced by *in vitro* editing suppress IFN response and prevent stress granule formation. (**A**) Immortalized MEFs were transfected with 300 ng of *in vitro* transcribed, dephosphorylated, and refolded RNA derived from the 3′ UTRs of Rnf168, Knl1, or Zkscan3, or with the same RNAs edited *in vitro* using ADAR2, ADAR1p110, or ADAR1p150. Alternatively, GTP was substituted with ITP to 10%, 20%, or 50% during *in vitro* transcription. Subsequently, total RNA was extracted, and cDNA was synthesized from 200 ng of RNA. RT-qPCR was then performed to measure Stat1 expression, with GAPDH used as a reference. The fold change in expression relative to mock-transfected (transfection reagent only) controls is plotted on the Y-axis. Editing by ADAR2, ADAR1p110, or ADAR1p150 suppresses interferon induction, while inosines introduced during *in vitro* transcription fail to do so. Poly I:C RNA is used as a positive control. (**B**) Microscopy images showing stress granule formation 24 h post-RNA transfection with the RNAs described in panel (A). Immortalized MEFs were transfected and stress granule formation was assessed using immunofluorescence staining with an anti-G3BP1 antibody. Scale bar = 10 µm. (**C**) Bar graph quantifying stress granule formation. Quantification was performed from at least three independent transfections, analyzing at least nine images of 100 µm × 100 µm per condition. The proportion of cells with granules relative to the total cell count was calculated for each condition shown in panel (B).

When comparing RNAs with inosines introduced during *in vitro* transcription or by *in vitro* editing, only RNAs containing inosines introduced by *in vitro* editing were able to efficiently reduce IFN induction while RNAs with inosines introduced by *in vitro* transcription failed to do so (Fig. 4A and Supplementary Fig. S11). Most interestingly, RNAs edited by any of the three ADAR isoforms efficiently inhibited activation of MDA5^ΔCARD^  *in vitro* and prevented activation of IFN-stimulated genes in cells. To ensure that RNAs edited by ADARs *in vitro* do not contain trace amounts of recombinant ADAR that would interfere with the interferon activation upon transfection, we also treated poly I:C RNA with recombinant ADAR2. As expected, the IFN response triggered by poly I:C RNA was not dampened by prior incubation of the RNA with ADAR2 (Supplementary Fig. S12). Taken together, this indicates that *in vitro* edited RNAs harbor an editing signature that interferes with MDA5 activation, while random deposition of inosines fails to prevent binding and polymerization of MDA5. As we do not know at which position inosines are replacing guanosines during transcription, the incorporated inosines can be located in base-paired I:C, I:U, or unpaired positions.

It had been reported previously that dsRNA oligos harboring consecutive I:U base pairs can efficiently suppress ISG induction by long dsRNAs. In contrast, the same oligos harboring I:C basepairs fail to do so [50]. We therefore tested whether the induction of ISGs can be suppressed by I:U basepair-containing oligos. Indeed, cotransfection of I:U-pair-containing oligos did suppress the ISG induction by the dsRNAs formed in *Rnf168* or *Zkscan3*. Oligos with I:C basepairs failed to do so (Supplementary Fig. S13).

### *In vitro* editing efficiently prevents stress granule formation by dsRNA substrates

To further compare the impact of inosines introduced by *in vitro* editing with that of inosines introduced by *in vitro* transcription, we transfected cells with an RNA containing the 3′ UTR of *Knl1*. Inosines were introduced either by RNA editing *in vitro* or during *in vitro* transcription. Stress granule formation was monitored by G3BP1 staining. As expected, transfected *Knl1* RNA induced stress granules similar to transfection of poly I:C. Again, *in vitro* editing suppressed stress granule formation, while inosines introduced during *in vitro* transcription failed to do so (Fig. 4B and C). This confirms that inosines introduced by editing where adenosines are converted to inosines are differently sensed by cells than inosines randomly replacing guanosines introduced by *in vitro* transcription.

### *In vitro* editing introduces characteristic, reproducible editing patterns in double-stranded regions

To determine the editing patterns deposited by recombinant ADARs, we reverse transcribed, amplified, and sequenced the *in vitro* edited RNAs. Quantitation of G over A peak heights at editing sites by Sanger sequencing demonstrated that ADARs deposit inosines in a non-stochastic manner, showing editing rates of almost 100% at distinct sites. As only ADAR1p150 can efficiently inhibit MDA5 activation *in vivo*, we were surprised to see that ADAR2 displayed the overall most abundant and strongest editing pattern, while ADAR1p150 and ADAR1p110 were qualitatively and quantitatively less active (Supplementary Fig. S14). However, the extended activity of ADAR2 also fits the observation that *in vitro* editing by any ADAR enzyme can suppress MDA5 activation in cells. It should also be mentioned that editing reactions were carefully titered by increasing time and protein to substrate concentrations. This showed that some sites rapidly reached almost 100% editing with ADAR1p150 or ADAR1p110. Still, even extended incubation times or increased protein concentrations did not lead to increased overall editing at sites that showed medium or low editing levels. ADARs prefer to edit adenosines that are opposite unpaired cytosines [68, 70, 71]. It was therefore interesting to see that A:C base pairs were not always most frequently edited (Supplementary Fig. S15) and those were not always the most highly edited sites (red dots in Supplementary Fig. S14). In Rnf168, for instance, the relative frequency of editing events at base-paired A:U positions was equal to that of A:C positions. Some editing events at A:U basepairs were also highly edited by all three ADARs. In Knl1 and Zkscan3, A:C mismatches were still the relatively most preferred editing sites (Supplementary Fig. S15), although the absolute number of A:U edits obviously exceeds that of editing events at A:C mismatches, which is a simple result of the absolute occurrence of A:U base pairs in dsRNA. Still, we wondered how editing would affect the overall stability of the double-stranded regions. We compared the thermodynamic stability of RNAs with and without inosines at sites showing >25% *in vitro* editing by *in silico* folding (Supplementary Fig. S16). As expected, editing decreased the thermodynamic stability of all RNAs as most editing events were found at A:U base-paired regions. Interestingly, however, the introduction of inosines did also lead to seemingly more stable regions within Zkscan3 (Supplementary Fig. S16). It should be considered, however, that secondary structure prediction for inosine-containing RNAs is based on an incomplete set of parameters [72]. We also tested for the enrichment of unpaired regions in the vicinity of the highly edited adenosines found in *Rnf168, Knl1*, or *Zkscan3*. However, no obvious structural distortion could be observed. Further, the highly edited adenosines were all following the nearest neighbor preferences previously described [68] (Supplementary Fig. S14B).

Given that *in vitro* editing by any of the three ADAR enzymes could efficiently prevent ISG induction and given that ADAR1p150 is the only enzyme that is essentially needed to suppress MDA5 activation *in vivo*, we aimed to compare editing patterns of ADAR2, ADAR1p110, and ADAR1p150 *in vitro* and in cells upon ectopic expression of any of the three ADAR enzymes. To do so, ADAR2, ADAR1p150, or ADAR1p110 were introduced into immortalized murine embryonic fibroblasts (MEFs) derived from completely editing-deficient mice (*Adar1^−/−^; Adarb1^−/−^; Mavs^−/−^*) [23]. Subsequently, RNA was extracted, cDNA was generated, and the 3′ UTRs of endogenous *Rnf168, Knl1*, and *Zkscan3* were amplified. Editing levels were compared by Sanger sequencing (Supplementary Fig. S17). Interestingly, ADAR2 exhibited significantly lower activity in cells than *in vitro*, while the overlap between sites edited by the different ADAR isoforms seemed larger in cells than *in vitro*. This finding is consistent with earlier studies that demonstrated a large overlap between ADAR1 and ADAR2 editing patterns in the mouse [23, 73]. It was also interesting to note that also in cells Rnf168 showed lower levels of editing at A:C mismatches, which normally should be the preferred editing target of all ADARs [68, 70, 71] (indicated by red dots in Supplementary Fig. S17).

Since RNAs edited *in vitro* by ADAR1 and in particular ADAR1p150 are sufficient and essential to suppress interferon signaling in cells, we specifically compared sites edited by ADAR1p150 *in vitro* and in ADAR-less MEFs that express ADAR1p150 from a lentiviral vector [12, 29]. Additionally, we compared these editing patterns with those found to be edited in mouse liver by ADAR1 [59, 74]. Interestingly, the positions edited by ADAR1p150 *in vitro*, in overexpressing cells, and in tissues showed a remarkably high overlap (Fig. 5 and Supplementary Fig. S18). This indicates that ADAR1p150 has a clear preference for specific adenosines or shows a characteristic spacing along dsRNAs, as suggested by others [75, 76]. Recently, an ADAR1p150-specific knockout was published that shows unperturbed expression of ADAR1p110 [12]. We obtained RNAs from cells derived from this knockout and the corresponding wild-type cells. Both wild-type and ADAR1-p150-specific knockout cells were treated with interferon beta to boost ADAR1 expression. Sequencing of the RNAs from these knockout- and wild-type cells allowed us to determine ADAR1p150-specific editing in the 3′ UTRs of endogenous *Rnf168*. Interestingly, the p150-specific editing sites showed a high overlap with the *in vitro, in cellulo*, and in-organ (liver) editing patterns. The intersection of all ADAR1 and ADAR1p150 editing sites highlights that ∼6%–8% of all adenosines in Rnf168, Knl1, and Zkscan168 are edited by ADAR1p150 (Supplementary Fig. S19). This suggests that a selected set of sites is seemingly sufficient to suppress MDA5 activation in cells (Fig. 5).

**Figure 5.**
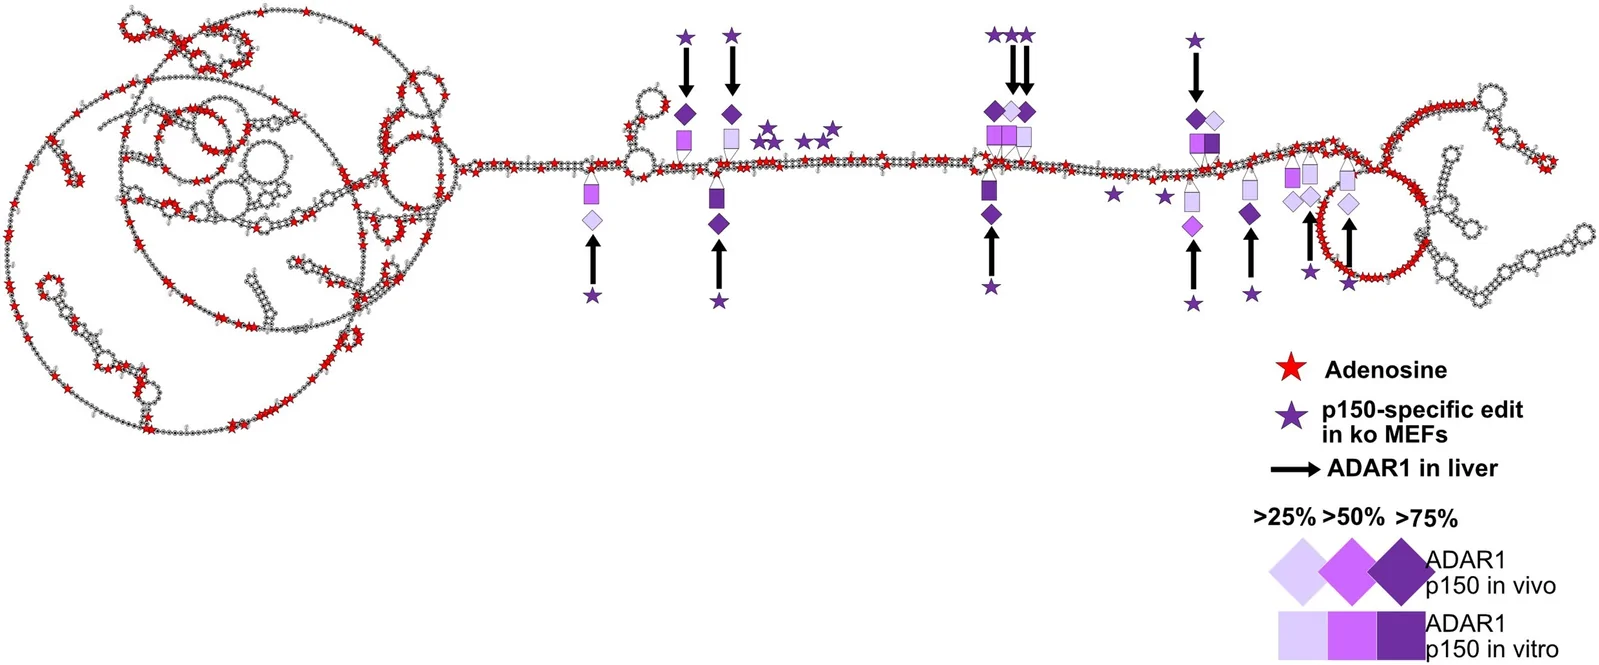
ADAR1p150 shows a distinct editing pattern *in vitro*, in cells, and *in vivo*. Rnf168 was *in vitro* transcribed and edited with recombinant ADAR1p150 (violet squares). Editing of the same endogenous RNA fragment was determined in ADAR-less MEFs that were transduced with a lentiviral vector expressing ADAR1p150. The RNA was extracted, reverse transcribed, and editing levels were determined by Sanger sequencing. Editing levels are indicated and marked (violet diamonds). Also, editing patterns in liver RNA from MAVS-deficient and ADAR1 & MAVS-deficient mice were compared, and ADAR1-specific edits are highlighted by black arrows. Lastly, RNA was extracted from ADAR1p150-specific knockout and wild-type cells treated with interferon-alpha to induce ADAR1 expression. Sequencing of RNAs from these cells enabled the identification of ADAR1p150-specific editing sites within the 3′ UTR of endogenous Rnf168 (violet asterisks). Red asterisks highlight all adenosine residues in the sequence. The p150-specific editing sites showed a high degree of overlap across *in vitro, in cellulo, in vivo* (liver) editing patterns.

Taken together, our study demonstrates that RNA editing introduces inosines in a specific and reproducible pattern and that this pattern prevents efficient MDA5 polymerization *in vitro* and *in vivo*. Moreover, we show that the random introduction of inosines by *in vitro* transcription, even if at higher average levels than those introduced by RNA-editing enzymes, is not sufficient to suppress MDA5 activation. Since inosines introduced by *in vitro* transcription substitute G:C or G:U base pairs with I:C or I:U base pairs while inosines introduced by RNA editing largely substitute A:U base pairs with I:U base pairs, it seems that the switch from canonical Watson–Crick base pairing to non-canonical wobble base pairs may be critically required to prevent MDA5 activation.

## Discussion

In our search for critical targets of ADAR1p150 that can activate MDA5 in an unedited state, we modified an RNase-protection assay previously used by the Hur lab [54]. To increase the selectivity of the assay, we used RNAs isolated from MAVS-deficient (*Mavs^−/−^*) and ADAR1 & MAVS-deficient (*Adar1^−/−^; Mavs^−/−^*) mice and selectively focused on RNAs that were protected by MDA5 ^ΔCARD^ in the absence of ADAR1. Protected peaks were mainly in the region of repeats, like SINEs and LINEs in the 3′- and 5′-UTRs of mRNAs, but also in the intronic region of RNAs. While this may seem surprising at first sight, it should be considered that our protection assay was performed on total RNAs, which also contains the nuclear fraction. Given that intronic RNAs are normally retained in the nucleus, such intronic RNAs should not get the chance to activate MDA5, except in the case of aberrant splicing as observed in some tumors and upon splicing inhibition [57, 58, 77–79]. Interestingly, however, such retained intronic sequences predominantly activate the PKR and RNaseL response rather than MDA5 [79]. In any case, we did not further focus on intronic sequences as major sources for MDA5 activation in the absence of ADAR1.

The abundance of LINE elements in the MDA5 ^ΔCARD^ protected fraction was quite surprising (Fig. 1). To this point, it is unclear why such a large fraction of these elements was protected by MDA5 ^ΔCARD^. It might be that, upon isolation and extraction of total RNAs, also intronic LINE elements start hybridizing, therefore generating double-stranded regions that then become exposed and protected by MDA5 ^ΔCARD^. While we cannot exclude that some LINEs base pair and locate to the cytoplasm, their low editing index makes this a rather unlikely scenario (Supplementary Fig. S5). We also tested whether LINEs would support MDA5 ^ΔCARD^-mediated ATP hydrolysis or filament formation (Fig. 2). Here, LINEs seemingly failed to activate MDA5 ^ΔCARD^. Also structurally, LINEs did not form extended double-stranded structures nor were they found in inverted orientation within mRNAs (Supplementary Fig. S6). It therefore seems that MDA5 can bind and protect LINEs *in vitro* but possibly cannot form filaments along them. Nonetheless, we also cannot rule out that MDA5 ^ΔCARD^ used here for RNAse protection assays and subsequent MDA5-mediated activation assays will behave differently from full-length RNA, especially since it has been shown that the CARD domains contribute to MDA5-polymerization. However, given that the RNAs tested here behaved the same way *in vitro* and *in vivo*, we believe that the contribution of the CARD domains will not critically affect the distinction of RNAs with and without inosines.

Our assays clearly showed that the inverted repeats of LTR elements as well as inverted SINEs can activate MDA5 ^ΔCARD^-mediated ATP hydrolysis and filament formation *in vitro*, and further that these elements can also elicit an interferon response and stress granule formation in cells. Most interestingly, our study shows that introduction of inosines at a few distinct adenosine sites can interfere with MDA5 activation while the stochastic replacement of guanosines by inosines fails to do so. While the ability of (almost) perfect dsRNAs to activate MDA5 and downstream signaling was known from several previous publications, it was not known whether the presence of inosines *per se* or the specific introduction of inosines was critically required to suppress MDA5 activation [11, 53, 54]. Here, we have shown that editing by any active ADAR enzyme is sufficient to suppress MDA5 activation. This was surprising, since ADAR1p150 seems critically required for RNA editing *in vivo*, while ADAR2 or ADAR1p110 are not required to prevent MDA5 activation [12]. *In vivo*, the expression patterns of ADAR2, ADAR1p110, and ADAR1p150 differ quite strongly. While ADAR2 is mainly expressed in the nervous system, the vasculature, and the large intestine, ADAR1 is ubiquitously expressed, and ADAR1p150 is expressed under interferon stimuli [80–82]. Thus, loss of ADARp150 may not be compensated by ADAR2 or ADARp110 by failure to suppress MDA5 activation in all tissues. Moreover, only ADAR1p150 localizes to the cytoplasm at significant levels and therefore it seems that only ADAR1p150 can edit cytoplasmically localized double-stranded regions at significant levels.

When we compared the overlapping editing patterns introduced by ADAR1p150 *in vitro* and in cells overexpressing ADAR1p150 with the editing patterns found to be specific for ADAR1 in liver RNA as well as ADAR1p150-specific editing patterns deduced from sequencing specific transcripts of ADAR1p150 knockout cells, a surprisingly small number of highly edited sites remains (Fig. 5). This suggests that a small number of editing events that occur at high frequency may be sufficient to suppress MDA5 activation. Interestingly, many editing events affect A:U basepairs. In fact, A:U basepairs are also most abundant in the dsRNA structures studied here. In relative amounts, however, A:C mismatched basepairs were still the preferred editing sites for all ADAR enzymes in Knl1 and Zkscan3 [68, 70, 71]. Editing in Rnf168, in contrast, was found at same frequencies in A:U base-paired regions as in A:C mismatched regions (Supplementary Fig. S15). Given the high number of I:U base pairs introduced by editing and the fact that inosines introduced by transcription did not affect MDA5 activation, it suggests that I:U wobble base pairs may be critically involved in preventing MDA5 polymerization. I:U base pairs are predicted to mimic G:U wobble base pairs. However, a recent analysis of helices containing multiple I:U base pairs demonstrated an expansion of the helix accompanied by strong backbone distortion. Thus, I:U base pairs may affect helical geometry more strongly than previously anticipated, a finding also supported by recent structural studies [66].

Editing of adenosines can occur across uracils and cytosines and, to a much lower extent, across adenosines and guanosines [68, 71]. Inosines introduced by in vitro transcription could, in principle, occur across any nucleotide, depending on the folding of the final RNA. As I:U base pairs introduce wobble base pairs and lead to the backbone distortion possibly recognized by MDA5 [66], we counted the number of I:U, I:C, and I:G/A base pairs introduced by RNA editing versus those theoretically introduced during in vitro transcription. (As we cannot detect the position of inosine incorporation during transcription, we considered any guanosine within a dsRNA region to be a putative inosine-containing spot). As expected, the majority of edits ∼85% lead to I:U wobble base pairs. In contrast, inosines introduced by *in vitro* transcription only led to a minor extent ∼8%–11% to I:U wobble base pairs (Supplementary Fig. S20). However, structure mapping of RNAs will be required to address this point in more detail. Structural studies have indicated that MDA5 can assess the quality of base pairing in dsRNAs [3, 61]. This would be in line with our findings that suggest that only the change from a Watson–Crick A:U base pair to an I:U wobble base pair can interfere with MDA5 activation, while a G:C base pair into an isosteric I:C base pair, as generated by the replacement of guanosines by inosines during transcription, would fail to do so. Assuming that only a small number of specific inosines is required to prevent MDA5 activation by our model substrates, it will be interesting to synthesize such model substrates with a minimal number of inosines and to test those for their impact on MDA5 activation in cells.

It is also surprising to see that *in vitro* editing efficiently prevents all filament formation, given that some sites are only edited to 70% or even less. This makes it likely that some molecules evade editing altogether. Therefore, it might be that a sufficient number of edited RNAs can inactivate MDA5, thereby preventing its activation by a small number of unedited molecules. Moreover, the study performed here only considers MDA5 in the absence of its CARD domains and also in the absence of its partner LGP2 [83, 84]. Clearly, in cells and in combination with other proteins, editing may affect MDA5 polymerization to different extents. Also, as the structure and shape of RNA in the presence of inosine wobble base pairs are not fully understood, further structural studies will be required to understand how inosines can prevent MDA5 polymerization.

## Supplementary Material

gkag845_Supplemental_Files

## Data Availability

Sequencing data has been deposited at GEO and is available under accession number GSE293616. Editing analysis of protected dsRNA is available in GitHub, https://github.com/BioinfoUNIBA/Mouse-dsRNA-mda5, and Zenodo, https://doi.org/10.5281/zenodo.17876716.

How the deposited data were processed for this re-analysis (not part of the article)

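Peaks of RNase-protected liver RNA were compared between editing-deficient (*Adar*-/-; *Mavs*-/-) and *Mavs*-/- mice. Each genotype has 3 replicates of 3 fractions: RNA digested with RNase after incubation with MDA5 ΔCARD (MDA5-protected), RNA digested without it (RNase-only), and undigested total RNA (input). Each of the 18 libraries has its own list of peaks, made before the authors joined replicates and subtracted lists. The samples were grouped by the genotype and fraction in their deposited labels, with no sample left out.
The authors trimmed reads with Trim Galore 0.6.6, aligned them to GRCm38 with NextGenMap 0.5.5 and called peaks strand by strand with Genrich 0.6.1, at an adjusted *P*-value of at most 0.01, a minimum area under the curve of 500 and a maximum gap of 20 bp. The score of each peak, as deposited by the authors, is the area under its significance curve as Genrich computes it, which grows with depth. It was used to rank peaks within a library and, in an alternative, as a fixed minimum of 1000. Shares of the summed area of a library were also compared between libraries and fractions. The deposited significance values are −log10 of the *P*-value and of the adjusted *P*-value that the authors obtained with Genrich, for the digested libraries against input. The smallest deposited area was 500.008 and the weakest −log10 adjusted *P*-value 3.12, from the lists as the authors deposited them. Start positions are printed counted from 1.
The lists hold no read counts, so the depth behind a peak is unknown and no counting interval could be given for it. Clopper-Pearson intervals (95%) are given for shares of peaks and cover counting error only.
RNase-only peaks within 200 bp of a peak of another replicate were kept and subtracted base by base from each MDA5-protected library of the genotype, and pieces under 10 bp were removed. MDA5-protected peaks within 200 bp of a peak of another replicate were kept, and those that overlapped or touched were merged. The MDA5-protected and RNase-only peaks of the other genotype were subtracted to give the unique peaks, and the bases shared by both genotypes gave the common stretches, again with a minimum of 10 bp. The steps were tested on simulated data, where 500 of 500 and 150 of 150 planted unique peaks, 200 of 200 common peaks and 100 of 100 planted inverted repeats were recovered. Pieces that the subtraction left at the edges of planted common peaks were set aside before scoring, and common peaks were scored whole. The simulation therefore does not show how many listed unique peaks are such pieces.
Numbers, median lengths and intronic shares of peaks per library were compared with two-sided exact permutation tests of 3 libraries against 3, which cannot give a p under 0.10. Library similarity was measured by the Jaccard index of covered bases and tested over the 10 splits of 6 libraries. Length was set against significance by Spearman's rho across peaks with 10000 permutations and Benjamini-Hochberg adjustment over 3 lists, and separately over 6 libraries. Annotation used GENCODE M21 in the order 5′ UTR, 3′ UTR, exon, intron, intergenic, strand by strand, whereas the paper used VM23. Overlapping exons on opposite strands stood for natural antisense transcripts.
The items named in the text were set by a rule: the intervals and genes the paper names, *Adar* and *Mavs*, and in each of the 3 peak lists the 3 longest peaks and the 3 with the largest area among peaks supported by all 3 replicates. The last was read as the best mean rank of the area within the 3 libraries. Items outside the rule are said to have been chosen after their values were seen.
The alternatives were another overlap between replicates, 3 of 3 replicates, merging up to 200 bp, no or wider subtraction of RNase-only peaks, removal of whole peaks, a minimum length of 50 bp, an adjusted *P*-value of 0.001, a minimum area of 1000, strands ignored, equal numbers of peaks per library, each replicate left out in turn and the replicate number as a block. They were set before the data were examined. The other overlap, 3 of 3 replicates and the minimum area applied to RNase-only peaks as well, so each also changed what was subtracted. Added later were 2 libraries per genotype in all 9 choices, genes of antisense type, the intronic share per library by the middle base and with each replicate left out, and the share of the area in the strongest peaks with equal numbers of peaks per library. The search for inverted repeats was added later too, with 1 setting only. The middle of each exonic peak was looked up in arms of inverted repeats, which blastn (word size 11) found as alignments of at least 70 nt, gaps included, and 70% identity within its longest transcript of at most 30000 nt.
Repeat overlap and repeat classes, the principal component analysis, editing indices and the cloned fragments themselves were not analysed here. The base sequences of the peaks are not reported here. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9, bedtools 2.31.1, BLAST 2.17.0 and ViennaRNA 2.7.2 were used.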

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

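The search for inverted repeats and the look at the strongest region were both made after the peak lists had been seen. The test of the copy on chromosome 4 was chosen after its result was seen, and replaced an earlier measure, the identity of the copy.
Exonic MDA5-protected peaks lay in arms of inverted repeats of their own transcript far more often than input peaks, a signal that reaches beyond the loci the paper cloned. The middle of 7.86% of them (11 of 140) lay in such an arm, against 0.0395% of input peaks (4 of 10120) and 0.158% of RNase-only peaks (5 of 3170), with Fisher's exact p of 2.67e-18 and 1.92e-12 (two-sided), which treat peaks as independent. The share was larger than in input in 6 of 6 replicates (exact sign-flip p = 0.03125, the smallest that 6 allow). Without the cloned genes it was 5.88% (8 of 136). The peaks divide into 7 of 49 unique to the editing-deficient (*Adar*-/-; *Mavs*-/-) mice, 4 of 43 unique to the *Mavs*-/- mice and 0 of 48 common stretches, and no difference between genotypes was tested. Named after their values were seen, they lie in *Nsd1*, *Zkscan3*, *Rnf168*, *Atl3*, *Knl1*, *Tmem245* and *Dnase2a* in the editing-deficient mice, and in *Zfp874b*, *Pxmp4* and *Slc35e2* in the *Mavs*-/- mice. In 3 of the 11, the *Dnase2a* peak and both *Zfp874b* peaks, the arm overlaps its own partner.
That the peaks merely lie in transcripts rich in inverted repeats is argued against by random bases of the same transcripts, of which 0.861% lay in arms. None of 10000 random sets held as many as 11, and the largest held 6. The share of 7.86% is the pattern itself and so tests no cause. Protection of inverted repeats by MDA5, the mapping of reads to repeats, and single repeats without a partner were not tested and stay open, so the pattern cannot be called biological.
In each of the 6 MDA5-protected libraries a single region of chromosome 4 (122122998–122123094, minus strand) was the strongest peak and held between 44.7% and 55.7% of the summed area, a region that the main text of the paper does not name. RNase-only peaks overlapped it in editing-deficient replicate 1, with 7.78% of the area, and in *Mavs*-/- replicate 2, with 3.46%, while in editing-deficient replicate 2 a neighbouring peak (122122846–122123001), with 30.0%, shared only its edge. Input peaks overlapped it in 6 of 6 libraries, with 0.0782% to 0.159%. The region lies antisense to the pseudogene *Gm12896* (122122847–122123072, plus strand). The area is the authors' score and not a count of reads. A copy, *Gm12895* (122455210–122455435, plus strand), is 100% identical over 224 nt, so reads could be shared between them. Sharing would raise the input too, where the highest share was 0.159%. Digested libraries were called against input and input libraries were not, so the shares of area differ in kind. Whether peaks lie at the copy was not looked up. Sharing of reads therefore stays open. RNA brought in with the recombinant protein was not tested and stays open. The region was strongest in both genotypes, and no biological explanation was tested.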

How the results depend on the processing

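The choices of 2 libraries per genotype, the antisense type, the intronic share per library by the middle base and without single replicates, and the share in the strongest peaks with equal numbers were chosen after the data were seen. Unless a construction is named, the cause was not tested.
More peaks were unique to the editing-deficient (*Adar*-/-; *Mavs*-/-) than to the *Mavs*-/- mice in 15 of 17 alternatives, 1 of which, an adjusted *P*-value of 0.001, removed no peak and so says nothing about stability. The exceptions left out 1 editing-deficient library. The log2 ratio was -0.32 without replicate 2 and -0.28 without replicate 3, and ranged from -0.32 to 2.58 over the 6 settings that each left out a library. The construction tilts these, since a genotype with 2 libraries must show a peak in both. With 2 libraries of each, it was above 0 in 9 of 9 choices, from 0.50 to 2.02 (median 0.85). With equal numbers of peaks per library it was 0.16, a setting that by construction brings the lists closer.
The number of peaks unique to the editing-deficient mice was 574 with support in 3 of 3 replicates, 1690 without the RNase-only subtraction, 287 with a minimum area of 1000, 481 with equal numbers of peaks, and 411 to 1179 with a library left out. For the *Mavs*-/- mice it was 211, 706 and 123 under the first 3 of these, 206 with whole peaks removed, 229 with a minimum length of 50 bp, 430 with equal numbers of peaks, and 196 to 512 with a library left out. Common stretches numbered 207, 900 and 124 under the first 3, and 295 to 411 with a library left out.
The median length of the peaks unique to the editing-deficient mice was 157 nt with a 1 bp overlap between replicates, 180 nt with 3 of 3 replicates, 169.5 nt with merging up to 200 bp, 197 nt without the RNase-only subtraction and also with a minimum length of 50 bp, 130 nt with RNase-only peaks of any replicate subtracted, 187 nt with whole peaks removed, 233 nt with a minimum area of 1000, 164 nt with equal numbers of peaks, and 137 to 158.5 nt with a library left out. For the *Mavs*-/- mice it was 125.5 nt with whole peaks removed, 129 nt with a minimum length of 50 bp and 60 to 96 nt with a library left out. The difference between them stayed above 0 in 17 of 17 alternatives. It was 118.5 nt without the RNase-only subtraction, 139 nt with a minimum area of 1000, and 41 to 88 nt with a library left out.
For the peaks that held a common stretch, the editing-deficient median was 135 nt with a 1 bp overlap, 171.5 nt with 3 of 3 replicates, 135.5 nt with merging, 213.5 nt without the RNase-only subtraction, 112 nt with any replicate's RNase-only peaks, 153.5 nt with a minimum of 50 bp, 198 nt with an area of 1000, 125.5 nt with strands ignored, 164 nt with equal numbers, and 101 to 140 nt with a library left out. The *Mavs*-/- median was 216 nt without the subtraction, 172 nt with a minimum of 50 bp, 200 nt with an area of 1000, 162 nt with equal numbers, and 104 to 149 nt with a library left out. The difference of -9 nt reversed to 54.5 nt with 3 of 3 replicates, 4 nt with any replicate's RNase-only peaks and 2 nt with equal numbers of peaks. It stayed between -13.5 and -3 nt with a library left out. With 2 libraries of each genotype it ranged from -23 to 3 nt and was above 0 in 1 of 9 choices.
Per library, the difference in the number of MDA5-protected peaks was 175 with a minimum area of 1000 (exact permutation p = 0.20) and 556 to 1109 with a library left out. Equal numbers of peaks per library set this number before the RNase-only subtraction and so do not test it. That of the median length, 23.8 nt, was 14.9 nt without *Mavs*-/- replicate 3 and 40.2 nt without *Mavs*-/- replicate 1, its lowest and highest with a library left out. For input libraries it was 30.8 nt, and 11.4 nt without editing-deficient replicate 1, with 41.4 nt the highest. For RNase-only libraries the difference in median length reversed to 3.33 nt without *Mavs*-/- replicate 2 and ranged from -17.7 to 3.33 nt, and that of the intronic share reversed to -0.0665 points without editing-deficient replicate 2 and to -3.30 points without replicate 3, and reached 9.51 points without replicate 1. The intronic difference was 7.99 points (without *Mavs*-/- replicate 3) to 18.2 points (without *Mavs*-/- replicate 1) in MDA5-protected and 0.859 to 1.51 points in input libraries. No test of 3 against 3 can pass 0.05, so these p values say nothing about stability.
With the replicate number as a replicate block, the exact sign-flip p was 0.50 for the number (a difference of 759 peaks) and 0.50 for the length of MDA5-protected peaks, where 3 pairs cannot give less than 0.25. With the RNase-only peaks of the same replicate subtracted, the paired differences were 849 peaks (exact sign-flip p = 0.50) and 43.2 nt (exact sign-flip p = 0.25). Deviations of same-numbered libraries correlated by 0.0574, 0.0226 and 0.0315 for MDA5-protected peaks, and those of differently numbered libraries by -0.0499 to 0.0237. In RNase-only and input libraries the same-numbered correlations had both signs. All were small, so the numbers gave at most a weak sign of pairing the MDA5-protected libraries.
The overlap with antisense transcripts went from 5 peaks to 1 with genes of antisense type, which by construction counts fewer genes. The larger share of the area in the strongest MDA5-protected peaks held in 6 of 6 replicates with equal numbers of peaks per library. The unknown depth also limits the comparison of peak numbers, since its part in them was not tested.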

Differences from the paper's values

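The count with genes of antisense type was chosen after the values were seen.
The median length of the common peaks in the editing-deficient (*Adar*-/-; *Mavs*-/-) mice was 120 nt, against the paper's 190 nt. Of the alternatives set before the data were examined, the values came within 1.5 times or the replicate spread of the paper's with a 1 bp overlap (135 nt), 3 of 3 replicates (171.5 nt), merging up to 200 bp (135.5 nt), no RNase-only subtraction (213.5 nt), a minimum length of 50 bp (153.5 nt), a minimum area of 1000 (198 nt), equal numbers of peaks (164 nt), and without *Mavs*-/- replicate 2 (140 nt) or 3 (128 nt). They did not with RNase-only peaks of any replicate (112 nt), whole peaks removed (120 nt), an adjusted *P*-value of 0.001 (120 nt), strands ignored (125.5 nt), without editing-deficient replicates 1, 2 or 3 (115, 106 and 115 nt), or without *Mavs*-/- replicate 1 (101 nt).
Of the peaks unique to the editing-deficient mice, 5 overlapped exons of genes on opposite strands, against the paper's 1. The paper names the MDA5-protected fraction of these mice, and whether it meant the unique peaks only is not stated. No alternative to this count was set before the data were examined. With genes of antisense type, chosen after the values were seen, the number was 1, which equals the paper's. That peak lies on chromosome 9 and not, as in the paper, on chromosome 13, where no peak unique to the editing-deficient mice overlapped in either count.
The paper states that the peaks common to both genotypes are longer in the editing-deficient mice. Their median was 120 nt there and 129 nt in the *Mavs*-/- mice, and 3 of 17 alternatives gave the paper's direction: 3 of 3 replicates (54.5 nt longer), RNase-only peaks of any replicate (4 nt longer) and equal numbers of peaks (2 nt longer). With a 1 bp overlap the medians were equal, at 135 nt, and an adjusted *P*-value of 0.001 and the removal of whole peaks left these peaks as they were and so do not test the direction.
The paper states that length and significance are not well correlated. Spearman's rho was -0.435 for the peaks unique to the editing-deficient mice and -0.449 for the common stretches, and -0.104 for the peaks unique to the *Mavs*-/- mice.
The paper places the protected repeats mostly in 3′ UTRs, introns and intergenic regions. Over all peaks unique to the editing-deficient mice, with or without a repeat, introns and intergenic regions held 72.2% and 22.4% and 3′ UTRs 1.22%.
The paper describes a clear separation of the genotypes among the MDA5-protected libraries, from read counts. By covered bases the ranges of the Jaccard index within (0.217 to 0.334) and between genotypes (0.185 to 0.284) overlapped.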

Other observations

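The use of whole-peak removal, of the input introns, of the strongest peaks and of the swap of libraries to test explanations was chosen after the result was seen. The removal of whole peaks was itself among the alternatives set before the data were examined.
The larger number of peaks unique to the editing-deficient (*Adar*-/-; *Mavs*-/-) mice was weighed against other groupings. Of the 10 splits of the 6 replicates into 3 and 3, 2 gave a difference in unique peaks as large as that between the genotypes, the genotypes included, and the same 2 a difference in median length as large. The other split set editing-deficient replicate 1 with *Mavs*-/- replicates 2 and 3 against the rest and gave larger differences than the genotypes, 853 against 670 peaks and 81 against 75.5 nt. With 10 splits the share cannot fall under 0.1, so genotype and grouping cannot be told apart.
That split raises the question of whether the MDA5-protected libraries of replicate 1 were swapped. With them swapped, the excess of the Jaccard index within groups was 0.0450, against 0.0506 as labelled, and 0.0263 against 0.0397 with equal numbers of peaks. The labels gave the larger excess both times, but by little. Editing-deficient replicate 1 had an index of 0.254 and 0.243 with editing-deficient replicates 2 and 3. With *Mavs*-/- replicates 2 and 3 it had 0.207 and 0.201, which goes with the labels. *Mavs*-/- replicate 1 went the other way, with 0.284 and 0.264 against 0.262 and 0.217 for its own genotype. A swap therefore cannot be told apart from the labels.
With equal numbers of peaks per library, the ratio of unique peaks was 1.12. Equal numbers bring the lists of unique peaks closer by construction, whatever the cause, so this does not test unequal numbers of peaks per library as an explanation, which stays open. The editing-deficient libraries also held more peaks without MDA5. The means were 5832 against 4183 in RNase-only and 8269 against 5333 in input libraries (exact permutation p = 0.10 each, the smallest possible). More peaks per library were thus not specific to MDA5 protection. That most unique peaks were merely missed by the rule of 2 of 3 replicates is argued against by the 31.3% that overlapped a peak of the other genotype, with 31.6% for the *Mavs*-/- mice.
Trimming by the base-wise subtraction of the other genotype shortens peaks. With whole peaks removed the medians still differed by 61.5 nt, so cut pieces in the lists do not make up the whole difference in length. Removing whole peaks drops long peaks more readily, and RNase-only regions covered 1414767 bases in the editing-deficient and 993785 in the *Mavs*-/- mice. The setting also kept the trimming by RNase-only regions of the same genotype. It therefore leaves the subtraction open as a cause. The genotype stays open as a cause of the difference in length too, beside the grouping of the libraries.
The share of 3′ UTR peaks among those unique to the editing-deficient mice rose 3.69-fold, to 4.50%, without the subtraction of RNase-only peaks. The subtraction may thus explain part of their low number, but not the distance to the 33.0% of input peaks.
The larger intronic share of the peaks unique to the editing-deficient mice may come from the joining steps or from the total RNA. Before joining, the libraries gave an exact permutation p of 0.20 and their ranges overlapped, which leaves the first open. The input share differed by 1.09 points, with the genotypes apart when a peak counted as exonic wherever it touched an exon, and overlapping by the middle base (p = 0.30, exact permutation). The second therefore stays open too.
Fewer peaks in the MDA5-protected than in the RNase-only libraries may follow from a few loci that take most of the signal. The strongest 6 peaks held a larger share of the summed area in 6 of 6 replicates, 71.3% to 83.1% against 32.7% to 59.2%. A share of this kind rises by construction when fewer peaks are listed. Among the 1180 strongest peaks of every library, a test added after the result was seen, it was still larger in 6 of 6 replicates (exact sign-flip p = 0.03125, the smallest that 6 allow), but the ranges of 75.0% to 83.1% and 52.4% to 74.9% lay close. Read depth was not tested and stays open.
Longer peaks had weaker significance, and the minimum area is a candidate explanation, since short peaks reach it only with strong significance. Among peaks of at least 500 nt, which it constrains least, the median rho over the 6 libraries was 0.267 (0.121 to 0.374). The value foreseen for this explanation was near 0, and the one observed was above 0, so the negative relation did not persist among long peaks.
The strongest peaks unique to the *Mavs*-/- mice with support in all 3 libraries lay in *Gm12896* on chromosome 4 (122122845–122122929, plus strand, ranks 13, 14 and 14), in an intron of *Ppp1r13b* on chromosome 12 (111907762–111907803, minus strand, ranks 12, 17 and 16) and opposite *Cadps2* on chromosome 6, with no gene on its own strand (23839365–23839481, plus strand, ranks 20, 21 and 17). The last also overlapped a peak in 1 editing-deficient library. Of the common stretches, the longest were 846 nt in an intron of *Sdc2* on chromosome 15 (32953469–32954314, plus strand), 828 nt between genes on chromosome 3 (57347697–57348524, minus strand) and 767 nt in an intron of *Dpyd* on chromosome 3 (118682200–118682966, plus strand). The strongest were 11 and 49 nt between genes on chromosome 2 (18676496–18676506 and 18676582–18676630, plus strand) and 82 nt in the 5′ UTR of *Pdzd8* on chromosome 19 (59345780–59345861, minus strand).
Peaks on the opposite strand overlapped 2 of 1066 peaks unique to the editing-deficient mice, 12 of 396 unique to the *Mavs*-/- mice and 14 of 458 common stretches.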
